# Atmospheric particulate matter aggravates CNS demyelination through involvement of TLR-4/NF-kB signaling and microglial activation

**DOI:** 10.7554/eLife.72247

**Published:** 2022-02-24

**Authors:** Bing Han, Xing Li, Ruo-Song Ai, Si-Ying Deng, Ze-Qing Ye, Xin Deng, Wen Ma, Shun Xiao, Jing-Zhi Wang, Li-Mei Wang, Chong Xie, Yan Zhang, Yan Xu, Yuan Zhang

**Keywords:** particulate matter, CNS demyelination, microglia, tlr-4/nf-κb signaling, Mouse

## Abstract

Atmospheric Particulate Matter (PM) is one of the leading environmental risk factors for the global burden of disease. Increasing epidemiological studies demonstrated that PM plays a significant role in CNS demyelinating disorders; however, there is no direct testimony of this, and yet the molecular mechanism by which the occurrence remains unclear. Using multiple *in vivo* and *in vitro* strategies, in the present study we demonstrate that PM exposure aggravates neuroinflammation, myelin injury, and dysfunction of movement coordination ability via boosting microglial pro-inflammatory activities, in both the pathological demyelination and physiological myelinogenesis animal models. Indeed, pharmacological disturbance combined with RNA-seq and ChIP-seq suggests that TLR-4/NF-kB signaling mediated a core network of genes that control PM-triggered microglia pathogenicity. In summary, our study defines a novel atmospheric environmental mechanism that mediates PM-aggravated microglia pathogenic activities, and establishes a systematic approach for the investigation of the effects of environmental exposure in neurologic disorders.

## Introduction

Air pollution has become the prominent environmental risk factor that affects public health (Caplin et al., 2019). Among its heterogeneous composition, atmospheric particulate matter (PM) appears to be one of the most harmful components contribute to the pathogenesis of diseases (Babadjouni et al., 2017; Wu et al., 2018). Although a majority of PM research focuses on the respiratory and cardiovascular diseases, increasing epidemiological evidence has linked the irreversible adverse roles of continuous PM exposure with the morbidity and mortality of central nervous system (CNS) diseases (Boda et al., 2020; de Prado Bert et al., 2018; Younan et al., 2020).

Studies have confirmed that nanosized PM can physically penetrate the blood-brain barrier and placental barrier, and therefore invade the brain parenchyma of adults and fetuses to directly induce effects in the brain (Bové et al., 2019; Maher et al., 2016). In 2018, the editorial of The Lancet Neurology reported that air pollution has been associated with increased risk of neurological disorders (The Lancet Neurology, 2018). Growing epidemiological reports have indisputably demonstrated that long-time PM exposure affects the development of the nervous system, thus increases the incidence and/or severity of Alzheimer’s disease (AD), stroke, brain atrophy, anxiety, and multiple sclerosis (MS), among others (Babadjouni et al., 2017; Boda et al., 2020; de Prado Bert et al., 2018; Khan et al., 2019; Younan et al., 2020). In addition, due to the specific physiology of fetuses (relatively high ratio of respiration rate to body size and underdeveloped lung), PM exposure during pregnancy or early pregnancy causes long-term and irreversible adverse effects on neurodevelopment of fetus (Chandrakumar and ’t Jong, 2019; Sripada, 2017). However, the pathogenic mechanism of PM leading to different/specific neurological diseases needs to be elucidated in depth.

Myelin sheaths represent key structures for saltatory conduction of nerve impulse and trophic support of axons, and their loss or dysfunction leads to demyelination and impaired neurological function (Hughes and Appel, 2020). Clinically, demyelination occurs in a range of human neurological disorders as diverse as MS, optic neuromyelitis, leukodystrophy, spinal cord injury, AD, Parkinson’s disease (PD), white matter stroke, as well as schizophrenia (Goldman and Kuypers, 2015; Goldman et al., 2012; Malpass, 2012; Marin and Carmichael, 2019; Mitew et al., 2010; Pukos et al., 2019). The exact etiology and pathogenesis of demyelination diseases are unknown so far, involving many complex factors such as environment exposures, autoimmune response, and genetic susceptibility (Kumar and Abboud, 2019). Klocke et al. found that exposure to concentrated fine and ultrafine particles during embryonic development affected oligodendrocyte maturation and brain myelination in adulthood (Klocke et al., 2017). Taking MS, a representative inflammatory demyelination disease, as an example, epidemiologic evidence highlights the effect of PM exposure on the risk of incidence, relapse, and deterioration of MS (Bai et al., 2018; Tateo et al., 2019; Zhao et al., 2019), suggesting strong correlations connecting PM exposure to demyelination and remyelination failure. However, the direct evidence of PM action on demyelinating disease is lack, and the cellular/molecular mechanisms leading to this disease process remain unclear.

To investigate this important question, here we develop the complementary pathological and physiological demyelination/myelination models to identify PM that boost microglia-driven neuroinflammation, and define the TLR-4/NF-kB signaling pathways involved in the regulation of microglia pro-inflammatory activities as well as PM-related demyelinating diseases.

## Results

### PM exposure aggravates myelin injury in EAE, a CNS inflammatory demyelination model

Neuroinflammation is one of the major pathogenic factors resulting in CNS injury. To assess the impact of PM aspiration on inflammation-induced demyelination *in vivo*, we first employed experimental autoimmune encephalomyelitis (EAE) model to recapitulate human demyelinating diseases based on immune response. Experimental design and treatment strategies are shown in Figure 1A. We found that PM exposure (nasopharyngeal inhalation, 5.0 mg/kg/d) exacerbated EAE progression with an earlier onset compared with the PBS-treated control (Figure 1B and C). In PBS group, the average day of onset was day 12 post immunization (p.i.), while in PM-treated group disease onset began at~ day 8 p.i., deteriorated rapidly, and no recovery after reaching the peak (Figure 1B). The majority of EAE mice in PBS group displayed moderate signs (limp tail, wadding gait, or paralysis of one limb), while almost all PM-treated mice exhibited severe signs (complete paralysis of both hind limbs or moribund) at the end of observation (Figure 1C).

**Figure 1.**
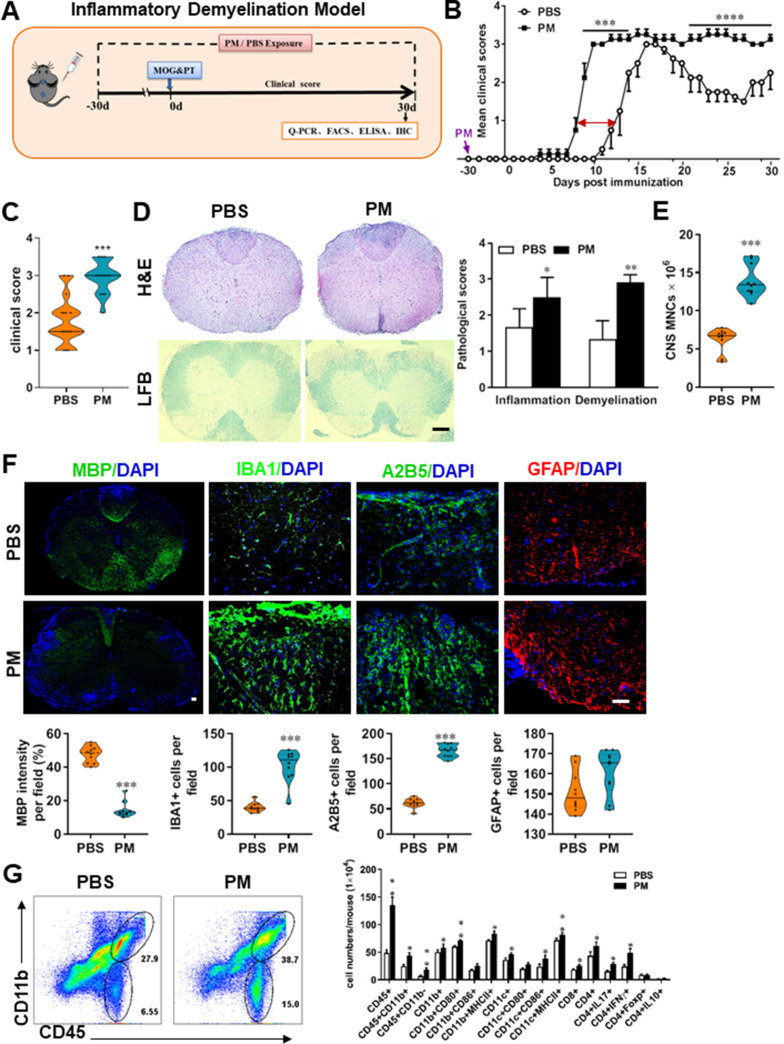
PM exposure aggravates myelin injury in an inflammatory demyelination model. (**A**) Schematics of treatment strategies for EAE. Female, 8–10 week-old C57BL/6 mice were immunized with MOG_35-55_ and pre-treated with PBS or PM (nasopharyngeal inhalation, 5.0 mg/kg/d) daily, starting at day –30 (before immunization) until 30 p.i. All mice were sacrificed and their tissues (brain, spinal cord, draining lymph nodes, and spleen) were harvested for Q-PCR, flow cytometry, ELISA, or immunohistochemistry analysis at day 30 p.i. (**B**) EAE development was evaluated daily by two researchers blindly, following to a 0–5 scale. (**C**) Distribution of disease status at the end points of experiment (day 30 p.i.). (**D**) Thoracic spinal cord sections were assayed for inflammation by H&E and demyelination by Luxol fast blue (LFB), and CNS pathology was scored on a 0–3 scale. (**E**) Absolute number of CNS mononuclear cells (MNCs) in cell suspension of each mouse (brain and spinal cord) was counted. (**F**) Representative images of spinal cord sections of PBS- and PM-treated EAE mice in the dorsal funiculus. Quantitative analysis of MBP, IBA1, A2B5, and GFAP expression was assessed by using Image-Pro. The measured areas included 8–10 fields and covered virtually all the white matter of the spinal cord. Dorsal column at the thoracic spinal cord is shown as representative images. (**G**) Effects of PM treatment on the various inﬂammatory cells in the CNS. MNCs from spinal cords and brains were isolated at day 30 p.i., stimulated with MOG_35–55_ (10 μg/mL) for 24 h, and analyzed by flow cytometry. Cells were gated as CD45+CD11b+ (microglia and infiltrating macrophages) and CD45+CD11b- (other infiltrating immune cells), and their subsets were further defined. One representative of three independent experiments is shown. Symbols represent mean ± SD; n = 4–5 mice in each group. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, compared to PBS-treated group, two-way ANOVA comparison with Multiple t’ tests. Scale bar = 40 µm in D, Scale bar = 10 µm in F.

**Figure 1—figure supplement 1.**
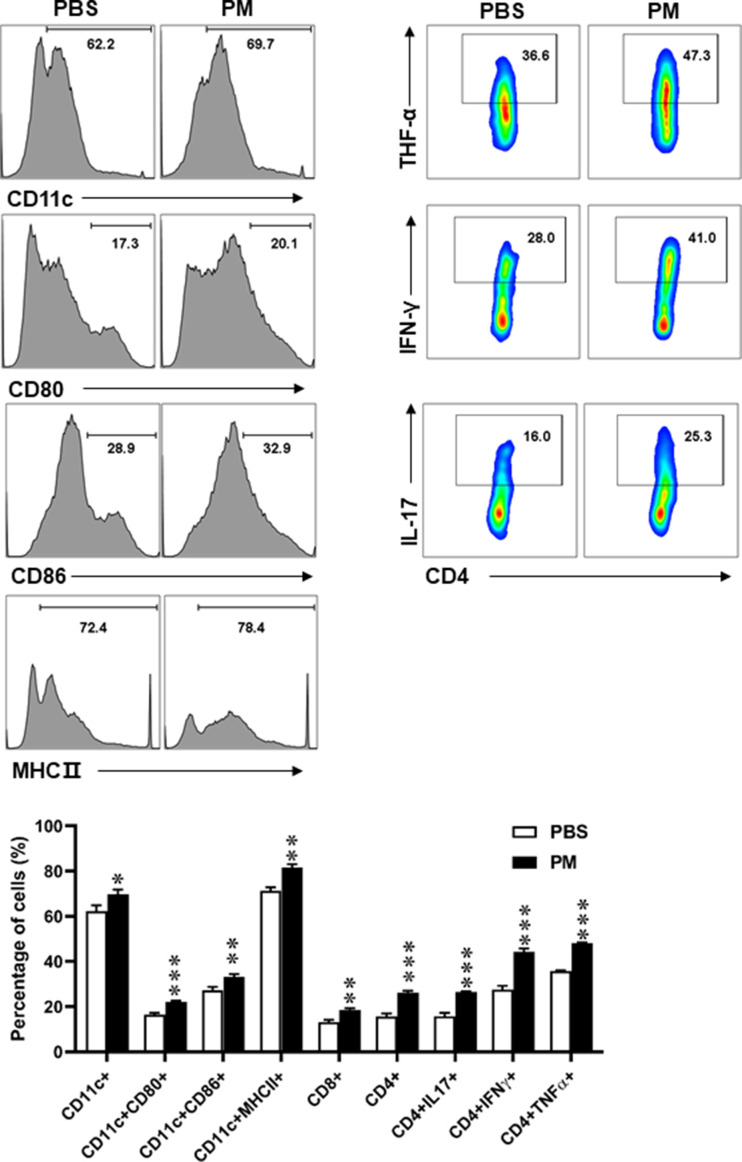
Effects of PM exposure on different immune cells in periphery. Splenocytes of EAE mice pre-treated with PBS or PM (nasopharyngeal inhalation, 5.0 mg/kg/d) daily described in (Figure 1) were harvested at day 30 p.i. Cells were stimulated with MOG_35-55_ (25 μg/ml) for 72 hr, and analyzed by flow cytometry. Quantitative data refer to mean ± SD (n = 5–8 in Figure 1). *p < 0.05; **p < 0.01; ***p < 0.001, compared to PBS-treated group, one-way ANOVA comparison with Tukey’s multiple comparisons test. One representative of three independent experiments is shown.

To evaluate the effect of PM on EAE-associated CNS pathology, we isolated thoracic spinal cord sections of EAE mice for histology and immunohistochemistry evaluation. Consistent with the clinical finding, histological analysis revealed significantly enhanced inflammatory and demyelinating foci in the white matter of the spinal cord (Figure 1D) in PM-treated animals when compared with the PBS control. PM-treated mice also had a remarkably increased number of mononuclear cells (MNCs) in the CNS (Figure 1E). The total number of MNCs per mouse in the PM-treated group was 13.9 ± 1.1 × 10^6^, which is ~2.2 fold of that PBS control (6.24 ± 0.8 × 10^6^, p < 0.001, Figure 1E). We then determined the effect of PM on myelin loss using anti-MBP (myelin marker) staining. As shown in Figure 1F and a significant degree of MBP loss (demyelination) had occurred in PM-treated mice, indicating disease progression. Furthermore, significantly accumulation of IBA1+ activated microglia (~2.5 fold in PM-treated EAE mice compared with PBS controls, p < 0.001) and A2B5+ OPCs (~2.7 fold in PM-treated EAE mice compared with PBS controls, p < 0.001) in the area of demyelination injury were detected in PM-treated mice, while PM aspiration did not significantly impact the expression of the astrocyte marker GFAP (Figure 1F). To further evaluate the effects of PM treatment on the various inﬂammatory cells in CNS, isolated MNCs from CNS were analyzed by flow cytometry. The percentage and absolute number of CD45+ CD11b + cells (microglia and infiltrating macrophages) and other infiltrated immune cells (CD45+ CD11b− cells) were increased obviously in PM group, compared with the PBS control (Figure 1G). Increased expression of CD80 and MHCII was also observed in CD11b + cells (microglia/infiltrating macrophages) and CD11c + cells (dendritic cells; DCs) (Figure 1G), indicating an enhanced activation of these cells. The total numbers of CD4+ and CD8+ T cells and percentages of Th17 (CD4+ IL17+) and Th1 (CD4+ IFN-γ+) cells were also significantly increased under PM aspiration (all p < 0.05; Figure 1G). To study the effect of nasopharyngeal inhaled PM on the peripheral immune response, splenocytes of EAE mice were stimulated with MOG_35-55_ peptide and analyzed by flow cytometry. As shown in Figure 1—figure supplement 1, splenocytes in PM-treated group exhibited significantly increased numbers and expression of co-stimulatory molecules (e.g. MHC class II, CD80, CD86) of antigen-presenting cells (CD11c+), and higher percentage of IFN-γ+, IL-17+, and TNF-α+ CD4+ T cells. We also examined the effect of PM on Th17 and Th1 cell differentiation *in vitro*, and similar to LPS stimulation, PM treatment significantly increased Th1 cells but had no significant effects on Th17 cells (Figure 4—figure supplement 1A). Overall, these results showed that PM exposure possibly aggravates inflammatory demyelination of the CNS.

### PM aspiration exacerbates demyelination and prevents remyelination in a toxin-induced demyelination model

We then investigated the impact of PM aspiration on coprizone-induced demyelination, another classical mammalian animal model that for studying pathological processes associated with demyelinating diseases. Experimental design and treatment paradigms were shown in Figure 2A. As shown in Figure 2B, body weight of mice in PBS group showed progressive loss during the 4 weeks of cuprizone fed. After cuprizone withdrawn and returning to normal diet for 2 weeks, weight loss was gradual recovery and remyelination was observed in the corpus callosum area of mice in the PBS group (Figure 2B and C). However, continuous PM aspiration obviously inhibited the weight gain (Figure 2B). PM exposure significantly increased the susceptibility to demyelination injury caused by cuprizone (oral administration for 3 weeks), and prevented CNS spontaneous remyelination in the corpus callosum even after cuprizone withdrawn for 2 weeks, as detected by FluoroMyelin staining (Figure 2C). The numbers of CNS resident immune cells, GFAP+ astrocytes and IBA1+ microglia, were also significantly increased in the PM-treated group both at demyelination and remyelination process, indicating that PM exposure exacerbated neuroinflammation and demyelination in toxic-induced demyelinating mice, and significantly inhibited myelin repair (Figure 2C). Under 4-week-cuprizone treatment and 2-week normal chow, most of the axons in the corpus callosum re-wrapped by thin myelin sheath (spontaneous remyelination) in PBS-treated group, while in PM group only few axons with loosely wrapped myelin were observed as evaluated by ultrastructual electron microscopy (EM; Figure 2D). PM aspiration not only significantly reduced the number of myelination axon, but also increased G-ratio of the remyelinated axons, indicating a poor recovery from demyelination (Figure 2E). These findings suggest that PM aspiration exacerbates demyelination and prevents remyelination in toxin-induced demyelination model.

**Figure 2.**
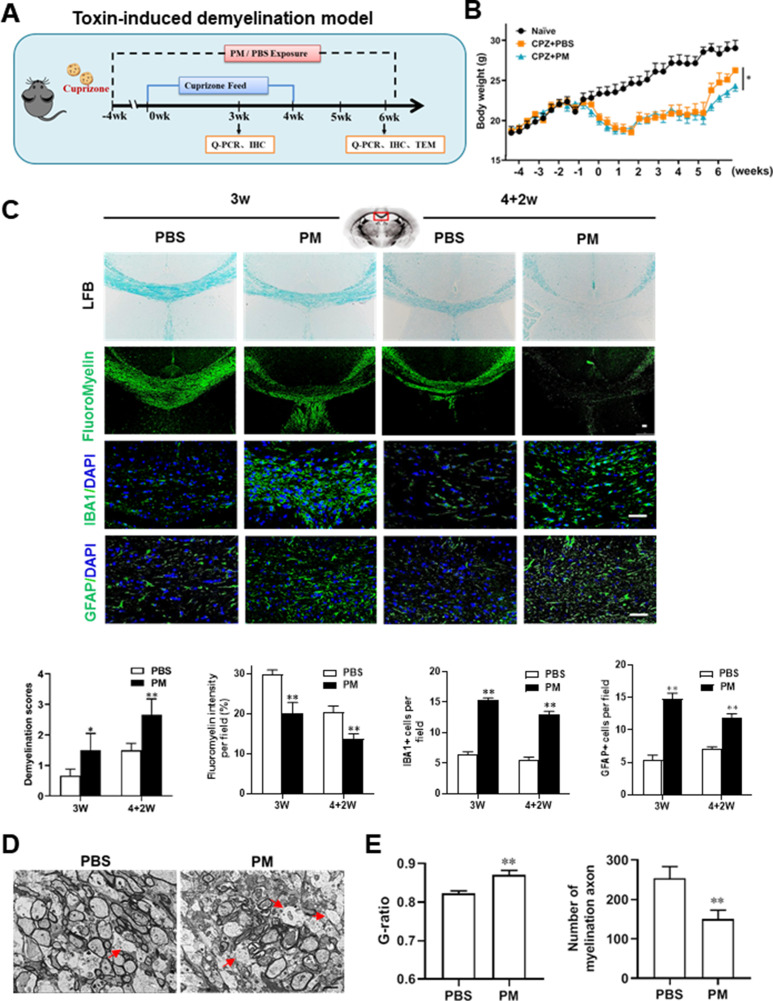
PM aspiration exacerbates demyelination and prevents remyelination in a toxin-induced demyelination model. (**A**) Treatment paradigms. Male, 8–10 week-old C57BL/6 mice were pre-treated with PBS or PM (nasopharyngeal inhalation, 5.0 mg/kg/d) daily from week –4 to week 6. Standard rodent diet containing 0.2% copper chelator cuprizone (CPZ), which causes CNS demyelination, were fed for 4 weeks to achieve complete demyelination in the corpus callosum; cuprizone was then withdrawn and mice were again fed normal chow, allowing for spontaneous remyelination to occur within the next 2 weeks. (**B**) Body weights of mice from different groups were recorded every 2 days. (**C**) Representative images and quantitative analysis of LFB, FluoroMyelin, and immunohistochemistry (GFAP, IBA1) stains in the body of the corpus callosum of PM- or PBS-treated mice at different timepoints. (**D**) Representative electron microscopy images of the corpus callosum region isolated from PM- or PBS-treated mice at 2 weeks after cuprizone withdrawal. Arrows heads mark demyelinated axons. (**E**) Quantification of the myelinated axons shown in (**D**). The G-ratios (axon diameter divided by entire myelinated fiber diameter) of myelinated fibers and number of myelination axon were assessed by using Image-Pro. One representative of three independent experiments is shown. Symbols represent mean ± SD; n = 5–8 mice in each group. *p < 0.05; **p < 0.01; ***p < 0.001, compared to PBS-treated group, two-way ANOVA comparison with Tukey’s multiple comparisons test. Scale bar = 50 µm in C, Scale bar = 2 µm in D.

### PM exposure during pregnant and postnatal delays myelinogenesis in the developing nervous system

Given that the respirable PM aggravated myelin injury under pathological conditions (immune- and toxicity-induced demyelination), we then investigated whether maternal PM exposure during pregnancy affected the postnatal myelination in the developing nervous system under nonpathological conditions by employing the neonatal mouse myelinogenesis model. We hypothesized that PM aspiration during pregnant and neonatal period would inhibit precocious oligodendrocyte differentiation and myelination; therefore, we chose the postnatal day 14 to examine the extent of myelination in the developing corpus callosum, because the establishment of the myelin sheath completes within the first 3 weeks postnatally in rodents (Osorio-Querejeta et al., 2017; Figure 3A). As shown in Figure 3 B, C, 14 days after birth the extent of MBP intensity in the corpus callosum of PBS-treated group were achieved 33.4% ± 8.5% per field, while PM treatment significantly decreased the intensity of MBP staining to 10.1% ± 2.6%, indicative of a 70% reduction in myelination compared with the PBS-treated littermates at this time point (p < 0.001). The numbers of IBA1+ microglia and GFAP+ astrocytes were also increased significantly following the PM treatment, indicating the widespread inflammation in the brains of offspring mice and the critical role of micro- and astrogliosis in myelination/demyelination (Figure 3B and C). Lower numbers of myelination axons as well as thinner myelin sheathes were found in the PM treatment group than those of the PBS-treated littermates at postnatal Day 14 by EM (Figure 3D and E). The expression levels of pro-inflammatory cytokines such as *Tnfa*, *Il1b*, *Il6*, and *Inos* were remarkably increased in PM-treated mice, with significantly inhibited myelination and myelin protein gene expression compared with the PBS control (Figure 3F). These pathological changes prompt us to find out if the delayed myelin development induced by PM exposure resulted in any adverse effects in neurological function. Balance and motor coordination were evaluated in a rotating rod, beam walking, and tight rope test. In the rotating rod test at accelerating speed, PM-treated mice exhibited a significant shorter latency to fall off the rod than that of PBS-treated mice (decreased –32.6% in the time of staying on the rotating rod, Figure 3G, p < 0.001). Disturbances of motor dysfunction in PM-treated mice were also observed in the beam walking and tight rope test. Mice exposed to PM had significantly worse motor performance, as the time taken by mice to traverse a narrow beam or cotton rope increased remarkably compared to PBS-treated control mice (Figure 3G, p < 0.05). These results clearly indicate that maternal exposure to PM during pregnancy have adverse effect on fetal and neonate mouse, which lead to pathological and structural changes in the myelin development, activation of astrocytes and microglia, thus directly contributes to dysfunction of movement coordination ability of mouse offspring.

**Figure 3.**
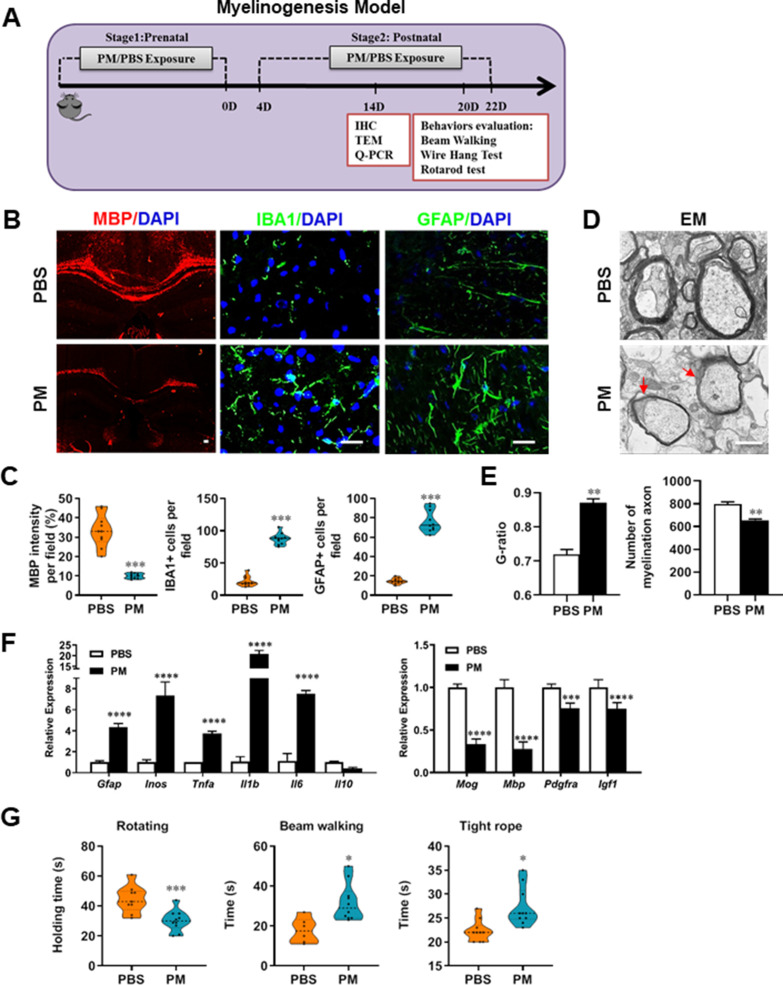
PM exposure during pregnant and postnatal delays myelinogenesis in the developing nervous system. (**A**) Schematics of treatment strategies. In order to model a maternal PM exposure, pregnant mice were pre-treated with PBS or PM (nasopharyngeal inhalation, 5.0 mg/kg/d) daily until parturition. Pups from PBS- or PM-treated group with similar weights were subsequently exposed to PBS or PM at postnatal Days 4–21. Brain was harvested for Q-PCR, immunohistochemistry, or TEM analysis at postnatal day 14, and behavioral evaluation was processed at postnatal Days 20–22. (**B**) Representative images of myelin content (MBP staining), microgliosis (IBA1 staining), and astrogliosis (GFAP staining) in the body of the corpus callosum of PM- or PBS-treated mice. (**C**) Quantitative analysis of MBP, IBA1, and GFAP expression using Image-Pro. (**D**) Representative electron microscopy images of the corpus callosum region isolated from PM- or PBS-treated mice. Arrows heads mark myelin thinning and dysplasia. (**E**) Quantification of the G-ratios (axon diameter divided by entire myelinated fiber diameter) of myelinated fibers and number of myelination axon by Image-Pro. (**F**) mRNA relative expression of pro-inflammatory cytokines and myelin protein in corpus callosum of PM- or PBS-treated mice was detected by real-time PCR. (**G**) Effect of PM on motor balance and motor coordination were determined by behavioral evaluation (rotating rod, beam walking, and tight rope test). Data were collected from three to five separate mouse litters. Symbols represent mean ± SD; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, compared to PBS-treated group, two-way ANOVA comparison with Tukey’s multiple comparisons test. Scale bar = 50 µm in B, Scale bar = 1 µm in D.

### PM exposure boosts microglial activation and pathogenicity

Although little is known about the mechanism of PM exacerbating myelin damage, we have observed a significant increase of activated IBA1+ microglia in the demyelination/myelinogenesis animal models (Figures 1F, G—3B and C). There are similar pathological features in human autopsy study with high levels of air pollution (Knochelmann et al., 2018), suggesting that abnormal activation of microglia may be the main cellular event and pathogenic factor in the process of PM promoting neuroinflammation and demyelination. As the resident innate immune cells and sentinels surveying the CNS environment, microglia respond quickly to a vast repertoire of stimuli, including environmental toxins, wound, pathogens, or cellular damage (Wolf et al., 2017). The abnormal activation of microglia under PM exposure in the demyelination/myelinogenesis animal models led us to hypothesize that the polarization states may have critical roles in regulating the de/remyelination. To test this, primary microglia were stimulated by exposure to PM, using endotoxin lipopolysaccharide (LPS) as a positive control. It is well accepted that LPS is a classic stimuli to induce microglia into proinflammatory phenotype. Interestingly, incubation of PM with the primary microglia could mimic, even completely replace, the effect of LPS (Figure 4A–D). Most of the cells in PBS group were spindle-shaped with slender branches, while under LPS or PM treatment, the cell body became larger and rounder with decreased and thickened protrusions, presenting typical ‘amoeba-like’ activation morphologies (Figure 4A). Similar to LPS stimulation, PM-treated microglia expressed higher levels of MHC II and CD86 (Figure 4B). Because upregulation of pro-inflammatory factors or markers is one of the hallmarks of microglial activation, we also examined the polarization by gene expression profiling and enzyme-linked immuno-absorbant assay (ELISA). As shown in Figure 4C and D, both PM- and LPS-primed microglia are characterized by expression of pro-inflammatory cytokines and markers like *Tnfa*, *Il6*, *Il1b*, *Inos*, *Ccl2*, *Ptgs2*, and *Stat3*, with remarkably decreased gene expression level of anti-inflammation markers (*Il10*, *Arg1*, and *Il4*), indicating that PM stimulation, similar to LPS, promotes microglia activation and induces cell switch from a resting state to a pro-inflammatory phenotype.

**Figure 4.**
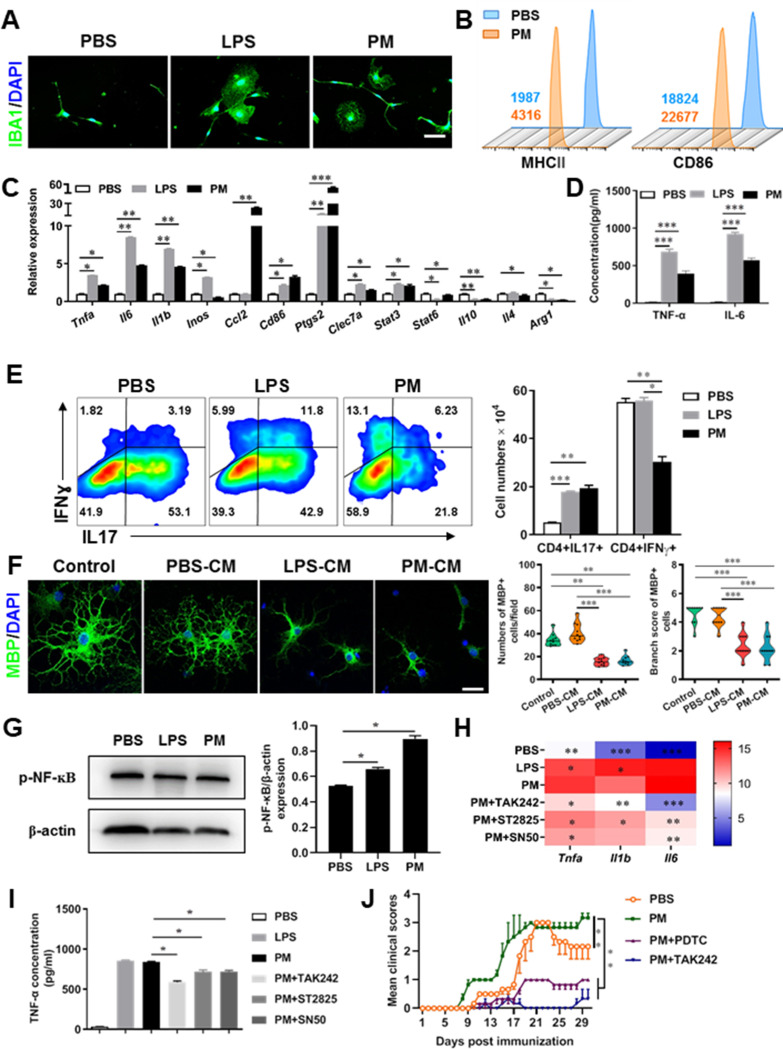
PM exposure boosts microglial activation and pathogenicity. (**A**) Morphology of microglia under the treatment of PM or LPS. Primary microglia from newborn C57BL/6 mice were stimulated for 6 h with PBS, LPS (100 ng/mL) or PM (100 μg/mL). Microglia/macrophages were labeled with IBA1 (green) and nuclei stained with DAPI (blue). (**B**) Effects of PM treatment on the expression of MHC II and CD86 of microglia. Primary microglia were stimulated with LPS or PM for 24 h, and analyzed by flow cytometry. (**C**) mRNA relative expression of cytokines and cell surface markers of LPS- or PM-treated microglia was detected by real-time PCR. (**D**) ELISA analysis for production of pro-inflammatory cytokine TNF-α and IL-6 in culture medium under PM treatment. (**E**) Naїve CD4+ cells were cocultured with LPS- or PM-activated microglia under Th17-polarizing conditions. The percentage of Th17 and Th1 cells in the CD4 subset were analyzed by intracellular staining of IL-17 and IFN-γ, respectively. (**F**) Responses of primary OPCs to application of microglia-conditioned media (MCM) *in vitro*. OPCs (5000 cells/cm^2^) were cultured in differentiation medium for 3 days, and half of medium was replaced by culture supernatants of microglia treated with PBS (PBS-MCM), LPS (LPS-MCM), or PM (PM-MCM) for another 4 days. Mature oligodendrocytes were identified by specific markers MBP (green). Quantitative analysis of numbers or branch score of MBP+ mature oligodendrocytes was assessed by using Image-Pro.(**G**) Immunoblot analysis of the phosphorylation of NF-kB (**p–NF–kB**). (**H**) mRNA relative expression of pro-inflammatory cytokines (*Tnfa*, *Il6*, and *Il1b*) of LPS- or PM-stimulated microglia pre-treated with TAK242 (1 μg/mL), ST2825 (10 μM), or SN50 (10 μM) for 4 h. (**I**) ELISA analysis for production of TNF-α in LPS- or PM--stimulated microglia pre-treated with TAK242 (1 μg/mL), ST2825 (10 μM), and SN50 (10 μM) for 4 h. (**J**) EAE development was evaluated daily for PM- or PBS-treated group with or without TAK242 and PDTC administration by two researchers blindly, according to a 0–5 scale. Female, 8–10 week-old C57BL/6 mice were immunized with MOG_35-55_ and pre-treated with PBS or PM (nasopharyngeal inhalation, 5.0 mg/kg/d) daily, starting at day –30 (before immunization) until the end of the experiment. TAK242 (5.0 mg/kg/d) or PDTC (10.0 mg/kg/d) was given by intraperitoneal injection at day 0 p.i. Data were collected from 3 to 5 mice each group. Symbols represent mean ± SD; *p < 0.05; **p < 0.01; ***p < 0.001; two-way ANOVA comparison with Tukey’s multiple comparisons test. Scale bar = 100 µm in A, Scale bar = 50 µm in E.

**Figure 4—figure supplement 1.**
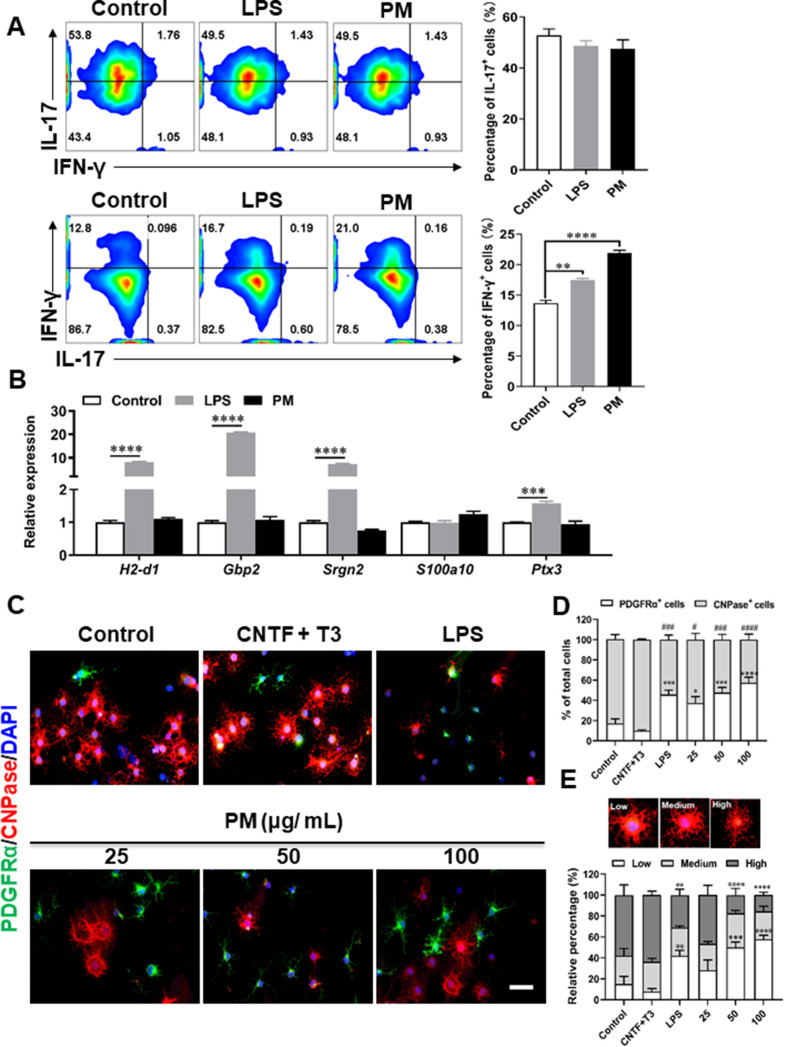
Effects of PM exposure on primary astrocytes, OPCs, and T cell subsets. (**A**) CD4+ cells were isolated from the spleens of naïve C57BL/6 mice and cultured under Th17 and Th1 polarizing conditions and of different treatment concentrations of LPS (100 ng/mL) or PM (400 μg/mL) for 72 h, and analyzed by flow cytometry. (**B**) Primary astrocytes from newborn C57BL/6 mice were stimulated for 24 h with PBS, LPS (100 ng/mL), or PM (100 μg/mL). Expression of indicated genes from astrocytes were determined by Q-PCR. (**C**) Primary OPCs were either left unstimulated, stimulated with LPS (100 ng/mL), or with (25, 50, 100 μg/mL) PM for 3 days. OPCs was labeled with PDGFRα (green), OLGs with CNPase (red), and nuclei with DAPI (blue). (**D**) Quantitative analysis was poformed by calculating the proportion of PDGFRα+ OPCs or CNPase+ mature OLGs. (**E**) Morphological analysis of OPC mature was described in the methods section. Cells were divided into three categories: low, medium, and high, according to the complexity of their processes, and the percentage of cells in each category were shown. Symbols represent mean ± SEM (n = 3 each group). # indicates the significant differences of PDGFRα cells compared to the control group. * indicates significant differences of CNPase cells compared to the control group. # or *p < 0.05; **p < 0.01; ### or ***p < 0.001 and #### or ****p < 0.0001; determined by one-way or two-way ANOVA test. Scale bar = 50 µm.

These observations prompted us to explore whether PM exposure of microglia resulted in functional changes as well as disease-promoting activity. To test this, we assessed the responses of microglia-CD4+ T cell co-culture as well as purified primary OPCs to application of microglia-conditioned media (MCM) *in vitro*. As shown in Figure 4E, PBS-, LPS-, or PM-activated microglia were co-cultured with purified naїve CD4+ T cells in the context of Th17 differentiation. LPS- and PM-primed microglia Similar to LPS stimulation, PM-treated microglia led to comparable induction of IL-17 and IFN-γ secretion by CD4+ T cells (Figure 4E). In addition, OPCs treated with control medium (OPC differentiation medium) or PBS-MCM for 7 d became mature MBP^+^ oligodendrocytes with normal branching of the processes, while the addition of LPS- or PM- MCM prohibited OPC differentiation, evidenced by the significantly decreased numbers and branch score of MBP^+^ cells (Figure 4F). These data indicate that PM and LPS may have analogous biological activities and act on the same signal pathway of microglia priming. In addition, we explored the effects of PM on primary astrocytes and OPC *in vitro*. Quantitative PCR showed that the expression of *H2-d1*, *Gbp2*, and *Srgn2* genes, markers of activated astrocyte, was significantly upregulated under LPS treatment compared with the vehical group, but not in the PM-treated group, indicating that PM stimulation cannot promote astrocyte activation like LPS (Figure 4—figure supplement 1B). For OPC differentiation, compared with the control group, the number of CNPase^+^ mature OLGs decreased and the number of PDGFRα^+^ OPC increased in the PM treatment significantly (Figure 4—figure supplement 1C and D). Fewer branches and poor film formation structures were observed in the PM treatment (Figure 4—figure supplement 1E). The inhibitory effect of PM on OPCs differentiation and extension of processes was dose-dependent.

TLR-4 (Toll-like receptor-4), as the immunoreceptor of LPS, is a critical regulator of microglia activation. After activation of TLR-4 on the microglia membrane, a cascade of signal transduction may phosphorylate the downstream nuclear transcription factor NF-kB, leading to increased expression of pro-inflammatory cytokines such as *Tnfa*, *Il6*, *Il1b*. As shown in Figure 4G–I, PM treatment, similar to LPS, significantly upregulated the phosphorylation of NF-kB (p-NF-kB) and the expression of pro-inflammatory cytokines (*Tnfa*, *Il6*, and *Il1b*) in cultured microglia. However, the induction was blocked by TAK242, ST2826, and SN50, inhibitors that specifically impede the intracellular activities of TLR4, Myd88 and NF-kB, respectively, in the TLR-4/ NF kB signaling pathway (Figure 4G and H). In EAE model, administration of TAK242 and PDTC, pharmacological inhibitors of TLR4 and NF-kB, effectively reversed the deterioration of the disease resulted from PM exposure (Figure 4J). Taken together, these findings suggest that TLR-4/NF-kB signaling drives PM-induced microglia activation.

### Mechanism of PM-induced microglia activation via TLR-4/NF-kB signaling axis

Microglia plays important roles in the pathological demyelination, as well as myelination or remyelination under physiological condition. Our cytological data of PM action on microglia identified TLR-4/NF-kB signaling as a candidate regulator axis of microglia pathogenic activities. To evaluate the role of TLR-4/NF-kB pathway in PM-stimulated microglia, we first proceeded to investigate the PM-specific effects on gene transcription on microglia by using RNA sequencing (RNA-seq, Figure 5A–E). 

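RNA-seq compared primary microglia treated with PBS (n = 3 libraries) with primary microglia treated with particulate matter, PM (n = 3 libraries). Microglia are the resident macrophages of the brain, and the culture methods describe their purification with anti-CD11b microbeads from brains of mouse pups aged 3 days and culture with M-CSF. The culture methods give 100 µg/mL of PM, and the paper's text does not restate a dose or give a treatment time for the sequenced cells. The authors aligned paired-end reads with STAR, counted them per gene with HTSeq and deposited the counts beside normalized counts, FPKM and the output of DESeq2. The genome build, the annotation and the strand setting of the counting are not given in the sources used here, and genes are listed by symbol. Starting from the deposited counts, the library totals were 22309253, 21587644 and 20057797 in the PBS control and 20579647, 17874085 and 20509253 in PM-treated microglia. Of 14389 listed genes, 10855 passed edgeR's expression filter. These were compared by edgeR's quasi-likelihood test with TMM factors, PM over PBS, and p-values were adjusted over the tested genes by the Benjamini-Hochberg method. A gene was called at an FDR under 0.001 and a fold change over 2. Levels are counts scaled to equal library size with TMM factors (CPM), as mean ± SD over libraries, and fold changes are on the log2 scale. Each library entered as an independent replicate.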

Results shown that 145 genes were upregulated and 57 were downregulated under PM perturbation compared with PBS control (fold change >2; false discovery rate [FDR] < 0.001; Figure 5A). 

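In PM-treated microglia, 166 genes were called higher and 20 genes were called lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so that 89.2% of the 186 called genes were higher. For each of the 186 genes the 3 PM libraries and the 3 PBS libraries did not overlap. Groups without overlap were seen for 4748 of the tested genes (43.7%), against 10% expected by chance. The spread between libraries of a group, which edgeR terms the biological coefficient of variation, was 0.0571. Of the alternatives tried, dropping the limit on the fold change moved both counts most, to 692 higher and 357 lower genes. With each library left out in turn, the number of lower genes was 12 without PM replicate 1 and between 15 and 23 without each of the others. The calls held without each library in turn for 120 of the higher genes and 8 of the lower genes.
Csf3, on chromosome 11 of GRCm39 from 98592089 to 98594458, had the largest fitted rise among the called genes, from 0.137 ± 0.0872 CPM to 133.6 ± 10.4 CPM (SD, n = 3 each). Its log2 fold change was 9.86 (standard error 0.158, adjusted p = 6.29e-16 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Il6 had 0 counts in the PBS control and 169 counts over the PM libraries, and was at least 63.9-fold higher against a floor of 3 counts over the PBS group. Il1f6 had 1 count over the PBS libraries, and its ratio of 72.6 had a 95% counting interval from 12.6 to 2912. Cxcl2 rose from 2.83 ± 0.898 CPM to 228.4 ± 14.7 CPM (log2 fold change 6.33) and Acod1 from 31.3 ± 2.51 CPM to 631.8 ± 19.6 CPM (log2 fold change 4.34). Il1b, Ntng2, Bcl2a1a, H2-M2 and Ccl7 completed the 10 largest rises, with log2 fold changes from 3.83 to 4.32. Bcl2a1a has near-identical copies and H2-M2 belongs to a gene family, so that the counting could split their reads. The 5 largest falls among the called genes were in Actr3b, Lbh, Pik3ip1, Agmo and Rgs2. Rgs2 fell from 60.4 ± 1.74 CPM to 22.9 ± 0.264 CPM, a log2 fold change of -1.40 (standard error 0.0633, adjusted p = 1.80e-10 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Lbh fell by 1.52 and Pik3ip1 by 1.50 on the log2 scale. Actr3b (log2 fold change -1.55) and Agmo (log2 fold change -1.46), at 2.03 and 2.06 CPM in the PBS control, were no longer called when PBS replicate 1, PBS replicate 2 or any PM replicate was left out. Their adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment then reached 0.00714 and 0.00657 without PM replicate 3, within ranges of 3.33e-05 to 0.00714 and 4.84e-05 to 0.00657 over their alternatives.

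**Figure D1:**
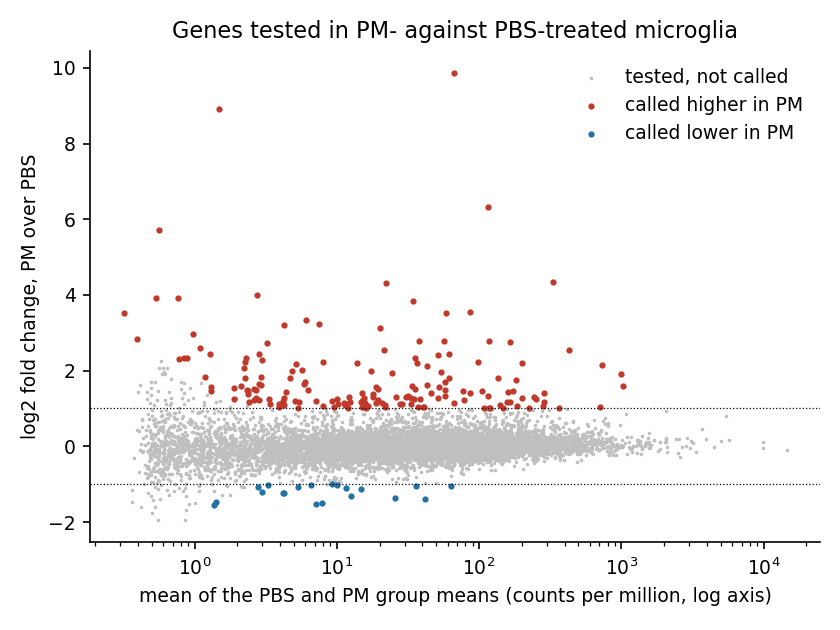
Log2 fold change of PM over PBS against the mean of the group means in CPM (log axis) for the 10855 tested genes, with called genes in color and dotted lines at a fold change of 2. The 166 genes called higher spread up to a fitted value of 9.86, and the lowest of the 20 genes called lower is Actr3b at -1.55. Genes with 3 counts or fewer in the PBS control are drawn at their fitted values.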

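Mmp2, Lif, Nod2, Nfkb1 and Socs3 each had higher values in all 3 PM libraries than in any PBS library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The adjusted p-values that follow are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Positions are those of GENCODE vM39 on GRCm39, and the build behind the counts is not given in the sources used here. Nfkb1, the gene of an NF-kB subunit, lies on chromosome 3 from 135290264 to 135397742. It rose from 89.8 ± 2.43 CPM to 190.7 ± 3.70 CPM (SD, n = 3 each), a log2 fold change of 1.09 (standard error 0.0507, edgeR adjusted p = 2.61e-10). Socs3, on chromosome 11 from 117856905 to 117860898, rose from 15.0 ± 0.826 CPM to 37.1 ± 2.54 CPM, a log2 fold change of 1.31 (standard error 0.0808, edgeR adjusted p = 7.79e-09). Nod2, on chromosome 8 from 89373943 to 89415102, rose from 7.61 ± 0.655 CPM to 17.1 ± 1.69 CPM, a log2 fold change of 1.17 (standard error 0.108, edgeR adjusted p = 7.75e-07). On FPKM with a pseudocount of 1, limma-trend gave log2 fold changes of 0.77 for Nod2 and 0.99 for Nfkb1, and neither was called there. This alternative moved both most. The pseudocount understates the change of low genes, but the cause of these lost calls was not tested. Lif, on chromosome 11 from 4207557 to 4222514, rose from 1.23 ± 0.174 CPM to 3.45 ± 0.792 CPM, a log2 fold change of 1.48 (standard error 0.230, edgeR adjusted p = 1.65e-04). The call for Lif was lost without PBS replicate 2 (edgeR adjusted p = 0.00115), without PM replicate 2 (0.00108) and without PM replicate 3 (0.00256), and its adjusted p ran from 6.07e-07 to 0.00256 over the alternatives. Mmp2, on chromosome 8 from 93553902 to 93580049, rose from 0.913 ± 0.110 CPM to 2.11 ± 0.287 CPM. With 22, 22 and 16 counts in the PBS control and 39, 34 and 49 counts in PM-treated microglia, its log2 fold change was 1.20 (standard error 0.241, edgeR adjusted p = 0.00150), past the limit on the fold change and not past that on the FDR. Without the filter on low counts Mmp2 was called (edgeR adjusted p = 3.85e-04), and over its alternatives the adjusted p ran from 3.85e-04 to 0.0118. Each of the 5 differences exceeded the spread between replicates.

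**Figure D2:**
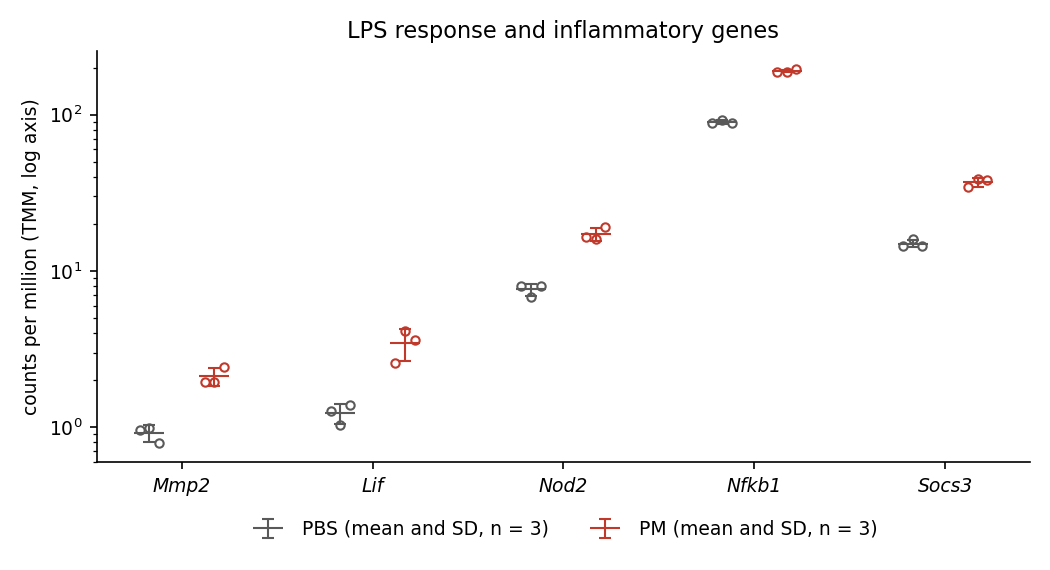
CPM (log axis) of Mmp2, Lif, Nod2, Nfkb1 and Socs3 in each of the 3 PBS and 3 PM libraries, with the mean and SD of each group. The PM libraries of every gene lie above its PBS libraries, from 2.11 CPM on average for Mmp2 to 190.7 CPM for Nfkb1.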

As expected, the upregulated mRNAs in PM-treated group encode a cohort of LPS response genes and inflammatory regulators, including *Mmp2*, *Lif*, *Nod2*, *Nfkb1*, and *Socs3*, consistent with the microglia activation phenotype (Figure 5A–C). Similarly, real-time qPCR analysis confirmed a remarkable induction in TLR-4/NF-kB signaling associated genes, such as *Nod2*, *Tnfrsf1b*, *Tnfaip3*, *Fas*, and *Nfkb1* (Figure 5B). 

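Of the genes called in PM-treated microglia, 74 higher and 6 lower genes belonged to a Reactome pathway, among 3936 tested genes that belonged to any. Over-representation in the 778 pathways of 10 to 500 tested genes was tested by a one-sided Fisher's exact test with Benjamini-Hochberg adjustment. For the higher genes, 14 pathways reached an FDR under 0.05, several of which share genes. Peptide ligand-binding receptors held 8 called genes of 28 (0.526 expected, adjusted p = 1.90e-05), and chemokine receptors binding chemokines held 6 of 14 (0.263 expected, adjusted p = 3.73e-05). Interleukin-1 signaling held 7 of 39 (0.733 expected, adjusted p = 9.22e-04) and cytokine signaling in the immune system 13 of 175 (3.29 expected, adjusted p = 0.00214). The innate immune system pathway held 18 of 384 (7.22 expected, adjusted p = 0.0134). With all tested genes that have an Entrez ID as background, the alternative that moved the number most, 20 pathways passed. For the lower genes, 0 pathways reached an FDR under 0.05 by Fisher's exact test with the calls of edgeR or of DESeq2. At an unadjusted p under 0.05, 19 pathways were found with either set of calls, and the lowest adjusted p was 0.343 for both. Each set of calls put only 6 lower genes into the background, so that little could pass.
All tested genes were also ranked in camera, a set test with a preset correlation between genes of 0.01, which placed 101 pathways higher and 48 lower at an FDR under 0.05. The set test fry, which presets no correlation, placed 302 higher and 96 lower, and each pathway named here had the same direction and an FDR under 0.05 in fry. The chemokine receptor pathway led the higher ones, with a median log2 fold change of 1.03 (camera adjusted p = 4.55e-26). Among the lower ones, DNA strand elongation had a median log2 fold change of -0.25 over 31 genes (camera adjusted p = 5.12e-06).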

Gene Ontology (GO) enrichment analysis showed that the upregulated genes in PM-treated group are enriched for those that function in cellular response to LPS and biotic stimulus, positive regulation of defense response, and activation of inflammation-associated pathways, while the downregulated genes are enriched for those that function in negative regulation of cell proliferation and inflammatory response (Figure 5C and D). 

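The paper's Fig. 5E prints 41 genes, which the paper chose on these libraries. Of these, 35 were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 35 had an FDR under 0.05, 33 of them higher in PM-treated microglia. Called higher were 31 genes, among them Tnf, which rose from 30.0 ± 0.817 CPM to 206.4 ± 4.09 CPM (SD, n = 3 each, log2 fold change 2.78). Mmp9 (log2 fold change 1.01) lay at the limit on the fold change. It was no longer called without PBS replicate 2 (0.987), PM replicate 2 (0.999) or PM replicate 3 (0.991), nor with library size only (0.95) or upper quartile factors (0.98). Tnfrsf8 was no longer called without PM replicate 3 (edgeR adjusted p = 0.00126, range over its alternatives 2.67e-07 to 0.00126). With limma-trend on FPKM, 10 of the called genes of Fig. 5E were not called or not tested. Cxcr4 was called lower, with a log2 fold change of -1.37 (standard error 0.0834). Il7r (log2 fold change 1.62, edgeR adjusted p = 0.0189), Bcl2a1b (1.16, 0.00630) and Tlr8 (-1.95, 0.00105) were tested and not called. Tlr8 was called lower without PBS replicate 3 (edgeR adjusted p = 6.59e-04), with library size only, with upper quartile factors and without the filter on low counts, and its adjusted p ran from 5.99e-05 to 0.0103 over the alternatives. Il23a, Lta, Tnfrsf25, Tnfsf15, Xcr1 and Edn1 had too few counts to be tested. Bcl2a1a, Bcl2a1b and Bcl2a1d are near-identical copies, so that their counts are uncertain.

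**Figure D3:**
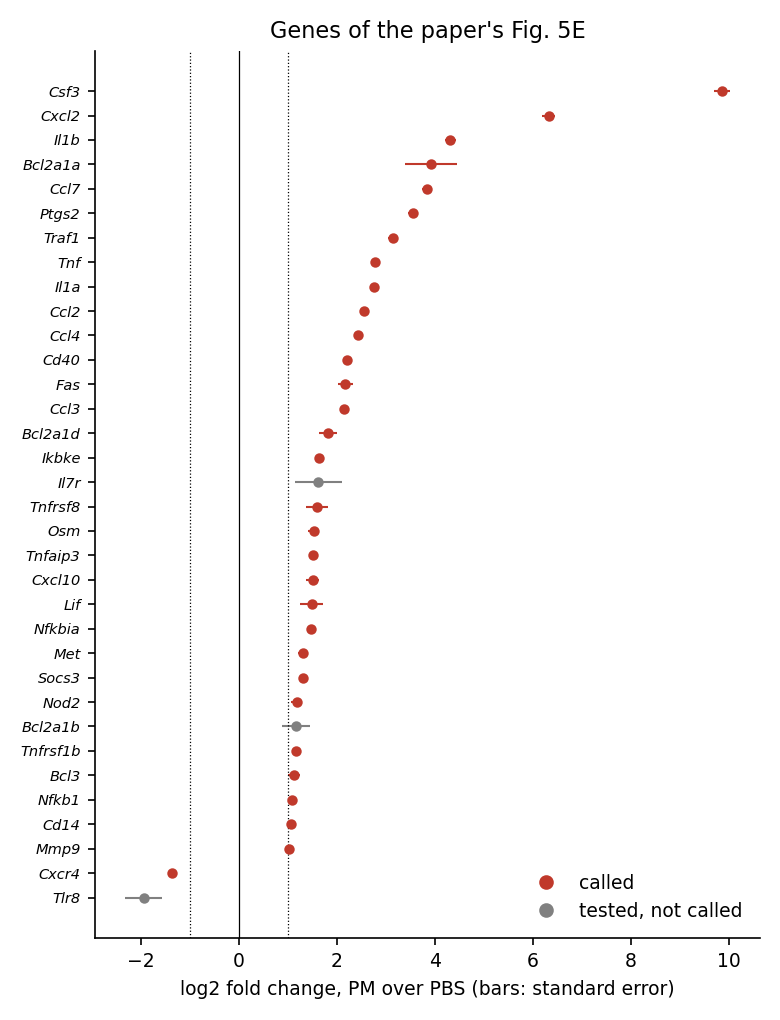
Log2 fold change of PM over PBS with its standard error for the 34 tested genes of Fig. 5E with more than 3 counts in the PBS control, and dotted lines at a fold change of 2. Cxcr4 and Tlr8 lie below 0, and Csf3 and Cxcl2 lie farthest above it.

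A separate list of 37 NF-kB targets left out the genes that the paper names for the RNA-seq or prints in Fig. 5E. Of the 33 tested, 32 were higher in PM-treated microglia, with a median log2 fold change of 0.86. At an FDR under 0.05, 28 were higher (29 when adjusted over the list alone) and 14 were called. The list was higher as a set in camera (adjusted p = 1.45e-64), and its highest adjusted p over the alternatives was 0.00277, with an estimated correlation between genes. For a list of 37 Toll-like receptors, adaptors and kinases outside Fig. 5E, Tlr4 and Myd88 among them, the median log2 fold change was 0.12. Of these, 14 were higher and 3 lower at an FDR under 0.05 (14 and 4 when adjusted over the list alone), and 1 was called, Irak2 (log2 fold change 1.03), named after its values were seen. The camera adjusted p of this list was 0.00860. It was 0.00164 in fry and 0.293 with an estimated correlation, the range over its alternatives, so that its call depends on the correlation assumed. Tlr4, on chromosome 4 of GRCm39 from 66745783 to 66849936, fell from 71.1 ± 2.30 CPM to 54.7 ± 0.692 CPM, a log2 fold change of -0.38 (standard error 0.0560, adjusted p = 1.05e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tlr2 rose by 0.89 on the log2 scale. Myd88 (log2 fold change 0.05, adjusted p = 0.500 in edgeR) and Rela (0.06, adjusted p = 0.454 in edgeR) did not differ beyond the replicate spread. Both changed sign with library size only. That setting lowered the median of all genes to -0.07, so that the change of sign says nothing about these genes in particular. In Reactome, the Toll-like receptor 4 cascade had a median log2 fold change of 0.09 over 86 genes (camera adjusted p = 8.93e-05). It held 6 genes called higher (Fisher's exact test, adjusted p = 0.163). The activation of NF-kB by TAK1 held 4 called genes of 21 (Fisher's exact test, adjusted p = 0.0324).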

The gene ontology analysis demonstrated that PM-regulated genes in microglia positively associated with Toll-like receptor, NF-kB, TNF signaling pathway, as well as cytokine-cytokine receptor interaction in KEGG pathways (Figure 5E).

**Figure 5.**
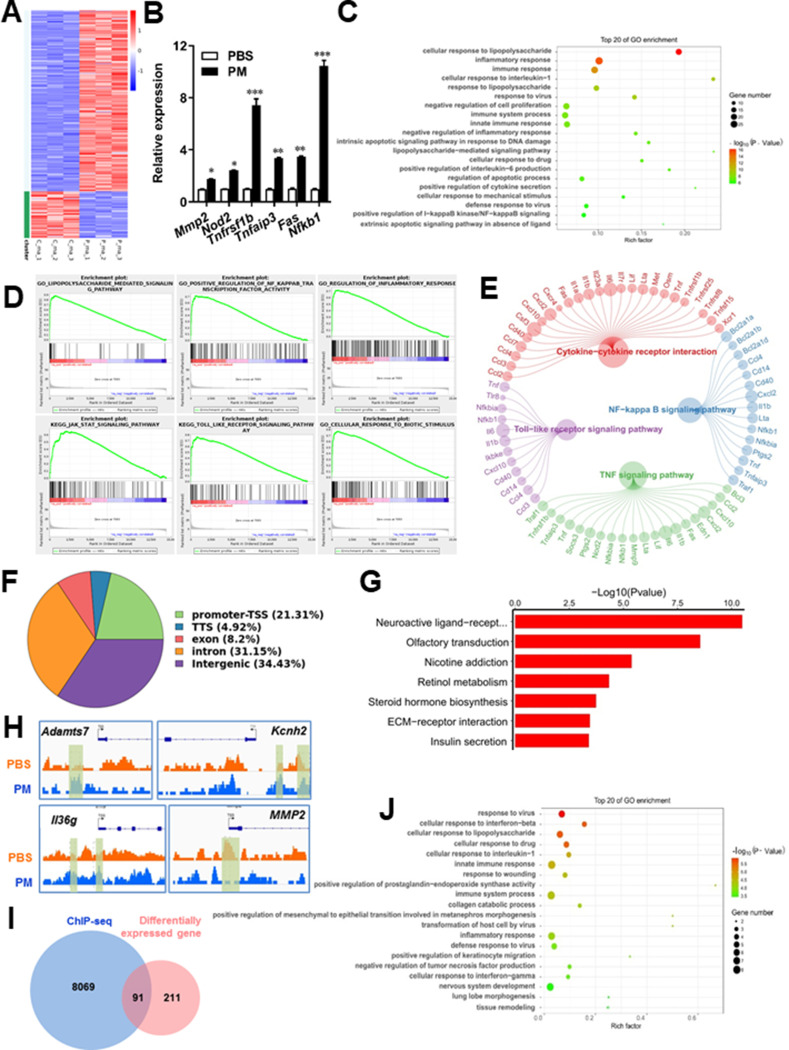
PM-induced genomic regulation microglia activities by TLR-4/NF-kB signaling. (**A**) Heatmap displaying the fold changes of genes (rows) in the PM perturbations (columns). Displayed are only genes that were differentially expressed (fold change >2; false discovery rate [FDR] < 0.001) in at least one condition. (**B**) Real-time qPCR analysis of PM-regulated genes in PM and PBS-treated microglia (n = 3). (**C**) The Gene Ontology (GO) analysis of the significantly regulated genes between PM and PBS-treated group. (**D and E**) Gene set enrichment analysis (**D**) and pathway analysis (**E**) of PM and PBS-treated microglia RNA-seq. (**F**) Fractions of ChIP-seq peaks in different regions of the genome. (**G**) GO of NF-kB-targeted genes. (**H**) ChIP-seq showing NF-kB binding at selected gene loci (*Asamts7*, *Kcnh2*, *IL1f9*, and *Mmp2*). (**I**) Venn diagram showing the overlap between NF-kB-bound genes and differentially expressed genes in PM and PBS-treated microglia. (**J**) GO functional categories analysis of NF-kB directly targeted genes.

Some of the effects on NF-kB regulation can be direct, whereas others can reflect indirect events. To better distinguish these possibilities, chromatin immunoprecipitation sequencing (ChIP-seq) was performed to assess the direct transcriptional targets and genome-wide occupancy of NF-kB in PM-stimulated microglia (Figure 5F–H). The majority of NF-kB binding peaks were present in intron (31.15%) and intergenic (34.43%) regions and only 21.31% of that located at promoter regions (Figure 5F). GO analysis showed a significant enrichment for genes involved in neuroactive ligand-receptor interaction, suggesting potential NF-kB-targeted gene network in microglia specifically responding to PM stimulation (Figure 5G). Among NF-kB-targeted genes were those encoding factors involved in the ADAMTS family (a disintegrin and metalloproteinase with thrombospondin motifs, *Adamts7*), potassium voltage-gated channel family (*Kcnh2*), interleukin one family member (*Il36g*), and matrix metalloproteinase gene family (*Mmp2*) (Figure 5H). There were 91 genes overlapped between those affected by PM perturbation and directly bound by NF-kB; among them, 77 genes were upregulated and 14 genes were downregulated (Figure 5I). The bound targets were also highly enriched with cellular response to stimuli (virus, cytokines, LPS, drugs, wounding etc.) and immune responses (Figure 5J). Together, these data suggest that NF-kB-associated inflammation signaling mediated a core network of genes that control PM-triggered microglia priming.

## Discussion

Demyelination is the common pathological features of several neurological diseases. Although the pathogenic factors are exactly unknown so far, environmental trigger, especially for atmospheric PM, gained increasing attention in neuropathology of demyelination diseases. This is evidenced by the observations that exposure to higher levels of ambient airborne PM was epidemiologically associated with the incidence and development of common demyelination diseases such as MS, optic neuromyelitis, leukodystrophy, and white matter stroke clinically (Babadjouni et al., 2017; Boda et al., 2020; de Prado Bert et al., 2018; Khan et al., 2019; Younan et al., 2020). However, the mechanisms underlying how inhaled air pollution modulates CNS-resident cells to contribute to the pathogenesis of neurologic diseases is complex and poorly understood. Therefore, to create targeted and effective therapies, mechanism of action (e.g. specific signaling transduction and responsors) that mediates the exacerbating or mitigating clinical symptoms of disease needs to be elaborated.

In the present study, we aim to identify critical cellular and molecular targets that alter demyelination disease after PM exposure, to identify the therapeutic strategies that may be particularly applicable to patients who are exposed to high levels of PM. We demonstrate that PM exposure exacerbates CNS myelin injury, based on three complementary animal models, the immune-induced EAE model, the toxicity-induced demyelination model that under minimal or non-inflammatory microenvironments, as well as the myelinogenesis model during postnatal development. As summarized in Figure 6, this is the first comprehensive description of rodent *in vivo* responses to atmospheric PM, under pathological and physiological condition, which shows excessive boost of microglia via the TLR4/NF-kB signaling axis.

**Figure 6.**
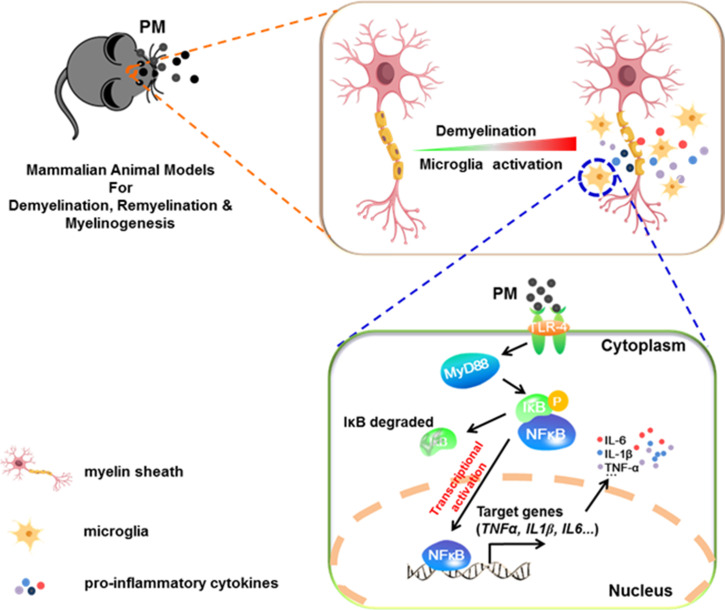
Model of PM aggravates CNS demyelination via TLR-4/NF-kB-mediated microglia pathogenic activities. PM exposure definitely exacerbates CNS myelin injury, based on three complementary animal models: the immune-induced EAE model, the toxicity-induced de/remyelination model that under minimal or non-inflammatory microenvironments, and the myelinogenesis model during postnatal development. The cellular basis of this action is associated with the activation of microglial pro-inflammatory activities. Mechanistically, TLR-4/NF-kB signaling mediated a core network of genes that control PM-triggered microglia pathogenicity. Activated microglia, the resident CNS immune cells, respond to PM perturbation directly, release pro-inflammatory factors, and subsequently aggravate neuroinflammation, myelin injury, and dysfunction of movement coordination ability of mice.

We found that PM aspiration obviously increased the expression of proinflammatory factors (e.g. *Il6*, *Il1b* and *Tnfa*), induced activated IBA1+ microglia, decreased MBP intensity in the brain, and impaired normal oligodendrocyte maturation and function. Moreover, maternal PM exposure induced the activation of astrocytes and microglia and subsequent neuroinflammation and myelin dysplasia in the brain of mouse offspring. *In vitro*, PM exposure enhances microglial activation and pathogenicity, whereas PM did not stimulate astrocyte activation. Our results indicate that the effect of PM on glial cells is mainly through microglia rather than astrocytes. Meanwhile, we found that PM exposure also had direct inhibitory effect on OPC differentiation. Consistent with our results, recent studies have reported that air pollutants including PM caused neuroinflammatory responses, promoted demyelination, and caused AD-like pathologies and brain impairment both in adult mouse and offspring (Calderón-Garcidueñas et al., 2004; Chen et al., 2018; Ku et al., 2017; O’Driscoll et al., 2018), indicating that the brain, and in particular the glial cells, may be compromised by PM exposure during developmental windows.

Surprisingly, it was found that the types of PMs result in differential outcomes in CNS damage. For example, O’Driscoll et al. reported that chronic dosing of intranasal SRM1649b PM was not sufficient to worsen severity of EAE but did delay onset of EAE, while acute dosing of intranasal SRM1649b PM reduced severity of EAE (O’Driscoll et al., 2019). At the same time, they found that two different diesel PM samples enhanced Th17 differentiation and aggravated EAE (O’Driscoll et al., 2018). The authors concluded that the active components of PM, not the total mass, are the crucial factor mediating the biological responses.

Our data demonstrated that the cellular mechanisms of PM aggravated the neuroinflammation and demyelination could be mediated by excessive microglial activation by producing neurotoxic pro-inflammatory factors. Microglia are the resident innate immune cells in the CNS, which respond to perturbation caused by environmental stimuli, toxins, trauma or diseases hypersensitive, and performs continuous monitoring (Yeh and Ikezu, 2019). A number of clinical and neuropathological studies have shown that priming microglia exhibit a typical pro-inflammatory phenotype, which is one of the key pathogenic factors during aging and in a variety of CNS-diseases including AD, PD, MS, amyotrophic lateral sclerosis, and stroke (Wolf et al., 2017). Consistent with our results, recent studies have shown that PM exposure induced neuroinflammatory including increase inflammatory cytokine secretion *in vivo* and *in vitro* (Morgan et al., 2011; Woodward et al., 2017b). Our study extends these results in the demyelination lesion specificity of the PM response.

Guided by the gene expression analysis, we defined a role for PM in the activation of TLR4/NF-kB-driven pathogenic activities in microglia. PM enhances pathologic microglia activation in a TLR4/NF-kB-dependent manner leading to worsened demyelination disease in a murine model of EAE. TLR4/NF-kB signal pathway is involved in the regulation of multiple important physiological and pathological processes, such as immunity, inflammation, tumorigenesis, aging, and neurological diseases (Mitchell et al., 2016). NF-kB is a ubiquitous DNA-binding transcription factor, which has differential biological effects depending on the extent and duration of activation (Mitchell et al., 2016). It is also a typical inducible transcription factor, thus the direct target gene profile and corresponding regulatory networks are variable with different stimuli (e.g. LPS, TNF-α, IL-1β or PM) among different types of cells (e.g. lymphocytes, fibroblasts, epithelial cells or microglia) (Martin et al., 2020). In other words, the target genes regulated by NF-kB is stimuli and cell-type specific. Although we found PM incubation with microglia mimic the effect of LPS, which present the typical ‘amoeba-like’ activation morphologies and high expression of pro-inflammation cytokines and markers like *Tnfa*, *Il6*, *Il1b*, *Inos*, *Ccl2*, *Ptgs2*, and *Stat3*, the target gene profile of PM and LPS is distinct. These findings are consistent with the exacerbation of lung LPS inflammatory responses when combined with PM exposure (Woodward et al., 2017a), indicating that the target gene responses of PM were not only due to endotoxin presence in the PM samples, but may also be attributed to the high chemical heterogeneity of PM. TLR4/NF-kB signaling serves as a candidate regulatory axis for PM-induced pathogenic activity in microglia. 

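In the RNA-seq of PM-treated microglia, Tnfrsf1b, the gene of TNF receptor 2, lies on chromosome 4 of GRCm39 from 144938938 to 144973477. It rose from 176.3 ± 0.571 CPM to 393.5 ± 14.4 CPM (SD, n = 3 each), a log2 fold change of 1.16 (standard error 0.0484, adjusted p = 6.95e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tnfaip3, on chromosome 10 from 18874201 to 18891405, rose from 18.2 ± 1.03 CPM to 52.1 ± 4.30 CPM. Its log2 fold change was 1.51 (standard error 0.0785, edgeR adjusted p = 9.53e-10). Fas, on chromosome 19 from 34268001 to 34305173, rose from 1.88 ± 0.416 CPM to 8.41 ± 0.337 CPM, a log2 fold change of 2.17 (standard error 0.159, edgeR adjusted p = 5.91e-08). With each library left out in turn, the log2 fold change stayed between 1.13 and 1.18 for Tnfrsf1b, 1.44 and 1.55 for Tnfaip3, 2.07 and 2.35 for Fas, 1.09 and 1.22 for Nod2, and 1.07 and 1.11 for Nfkb1. None of these 5 calls was lost in doing so.

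**Figure D4:**
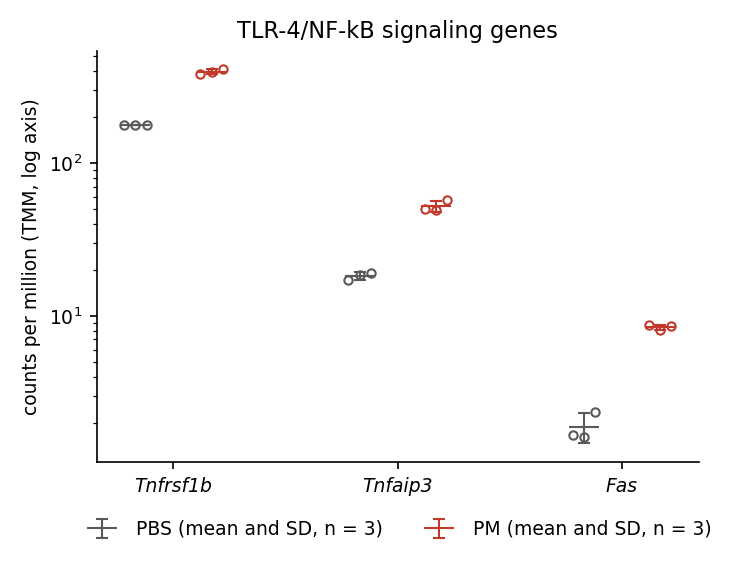
CPM (log axis) of Tnfrsf1b, Tnfaip3 and Fas in each of the 3 PBS and 3 PM libraries, with the mean and SD of each group. For each gene the PM libraries lie above the PBS libraries, with means of 393.5, 52.1 and 8.41 CPM in PM-treated microglia.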

PM treatment significantly induced TLR4/NF-kB signaling-related genes, such as *Nod2*, *Tnfrsf1b*, *Tnfaip3*, *Fas*, and *NFkb1. Nod2* has been demonstrated to trigger microglial activation via the TAK1-NF-kB pathway (Wang et al., 2020). *Tnfaip3* could inhibit TNF- and TLR4-induced NF-kB activation (Vereecke et al., 2009). Stimulation of group II metabotropic glutamate 2 (mGlu2) in primary microglia induces a neurotoxic microglial phenotype, and *Fas* ligand enhances the neurotoxicity (Taylor et al., 2005). However, the relationship between the up-regulation of these genes and the health hazards of PM is still unclear, and the function of *Tnfrsf1b* in microglial activation is unknown. Our further study will focus on the function of PM-indused NF-kB-targeted genes in the process of microglial activation. Subsequently, the alleviating and therapeutic effects of candidate genes on PM-induced CNS myelin injury will be evaluated.

Taken together, our present study confirms that PM inhalation leads to aggravate CNS demyelination, and this action is associated with a previously unrecognized role for TLR4/NF-kB signaling-mediated microglia activation. The results suggest a novel mechanism for PM-produced adverse effects on the nervous system and present a potential intervention target for prevention. Importantly, given the specific nature of PM, e.g., the biologic responses of this complex mixtures is further influenced by the source and constituents, the route of exposure, the particulate matrix within which they reside, the potential different mechanisms and bio-availability of these components, and the genetic differences of the recipients, we believe that the investigation of these differences is necessary to clarify the characteristics of PM exposure and the potential to cause CNS disease. Only then will it be reasonable to propose targeted remediation to stem the tide of demyelination disease that is growing in populations facing air pollution.

## Materials and methods

### Mice

C57BL/6 mice (8–10 weeks of age) were purchased from the Fourth Military University (Xi’an, China). All experimental procedures and protocols of mice were approved by the Committee on the Ethics of Animal Experiments of Shaanxi Normal University (No. ECES-2015–0247) and were carried out in accordance with the approved institutional guidelines and regulations.

### **Particulate matter (PM)** sample preparation

The PM standard reference materials (SRMs) 1648 a were obtained from the National Institute of Standards and Technology (NIST) (Gaithersburg, MD). Dispersed suspensions of SRM1648a were created by sonication in sterile phosphate buffered saline (PBS) for 15 min in a cooling water bath. SRM1648a PM was used at 5.0 mg/kg/d PM per dose for *in vivo* experiments or used at 100 μg/mL PM at the highest concentration *in vitro*.

### Animal treatment

Considering the actual population exposure dose and the previous study (Ku et al., 2017), we chose the administration dose of 5.0 mg/kg/d PM exposure in mice. According to Ambient air quality standards of China (GB3095-2012), the amount of Grade II PM at 0.15 mg/m^3^/d is 0.04 mg. It is reported that the respiratory volume of the mice was 90 mL/min and the respiratory volume was ~0.26 m^3^. Thus, the PM exposure dose in mice is ~2.0 mg/kg/day. In our study, the PM dose used was 5.0 mg/kg/day, which was 2.5-fold higher than that in Grade II PM in China but still in the range of the reported maximum PM levels (Xia et al., 2020).

### EAE induction and PM treatment

Female, 8–10 week-old C57BL/6 mice were immunized with MOG_35-55_ and pre-treated with PBS or PM (nasopharyngeal inhalation, 5.0 mg/kg/day) daily, starting at day –30 before immunization until 30 p.i. Mice were immunized at two sites on the back with 200 μg of myelin oligodendrocyte glycoprotein peptide 35–55 (MOG_35-55_) (Genescript, Piscataway, NJ) in 200 μl of emulsion containing 50% complete Freund’s adjuvant with 5 mg/ml heat-killed *Mycobacterium tuberculosis* H37Ra (Difco, Lawrence, KS). All mice were intraperitoneally (i.p.) injected with 200 ng pertussis toxin (Sigma-Aldrich, St. Louis, MO) in PBS on days 0 and 2 p.i. Clinical EAE was scored daily in a blind manner, according to a 0–5 scale as described previously (Yang et al., 2009): 0, no clinical signs; 0.5, stiff tail; 1, limp tail; 1.5, limp tail and waddling gait; 2, paralysis of one limb; 2.5, paralysis of one limb and weakness of another limb; 3, complete paralysis of both hind limbs; 4, moribund; and 5, death. EAE mice were randomly enrolled in the following treatment groups: (1) Sham-treated PBS control group: EAE mice were exposed intranasally to 20 μL PBS; (2) PM-treated group: EAE mice were exposed to 5.0 mg/kg/d PM in a total of 20 μL PBS per dose. The mice were dosed with 20 μL of PM or PBS treatment three times starting at day –30 days until day 30 after induction. Mice were anesthetized and perfused with 4% PFA; brains and spinal cords were removed for histopathological, immunohistochemistry, electron microscopy, Q-PCR, FACS, and ELISA analyses.

### Cuprizone-induced demyelination and PM treatment

For the cuprizone model, 8-week-old male C57BL/6 mice were fed the standard rodent diet containing 0.2% copper chelator cuprizone (CPZ) for 4 weeks, which causes CNS demyelination. For induced remyelination experiments, mice were fed cuprizone for 4 weeks to achieve complete demyelination of the corpus callosum, after which cuprizone was withdrawn and mice were again fed normal chow, allowing for spontaneous remyelination occurring within the next 2 weeks. PM (5.0 mg/kg/d) or PBS was nasopharyngeal inhaled daily from –4 week to 6 week. Mice were anesthetized and perfused with 4% PFA; brains were removed for histopathological, immunohistochemistry, electron microscopy, and Q-PCR analyses.

### PM exposure of pregnant mice and their offspring

In order to model a maternal PM exposure, pregnant mice were pre-treated with PBS or PM (nasopharyngeal inhalation, 5.0 mg/kg/d) daily until parturition. Pups from PBS- or PM-treated group with similar weights were subsequently exposed to PBS or PM at postnatal Days 4–21. Brain was harvested for Q-PCR, immunohistochemistry, and TEM analysis at postnatal Days 14, and behavioral evaluation was processed at postnatal days 20–22.

### Behavioral experiments

In order to evaluate the motor balance and motor coordination of mice, beam walking test, rota-rod test, and wire hang test were done at the postnatal 19^th^, 20^th^, and 21^th^ day, respectively. Beaming walking test and wire hang test have been done between 8 a.m. to 12 a.m, and rota-rod test has been completed between 2p.m to 6p.m. After each trail, all devices were wiped clean with 75% alcohol to prevent interference with the next trail.

For beam walking test (Skripuletz et al., 2015; Skripuletz et al., 2010), each mouse was placed on the end of a 100 cm long steel beam with 10 mm wide (placed horizontally 60 cm above a foam cushion). The one end of beam mounted on a support and the other attached to the rat cage which mice could escape into. Mice received two trials which each trial interval 60 s and the latency to traverse the beam was recorded for each trial (cut-off time 60 s). In the results, the mean score of the two trials is given.

In the rotarod test (Scoles et al., 2017), mouse was put to the rotarod with a speed of 5 rpm for 5 min 1 day in advance to adapt to the rotarod. In the formal trial, mice were placed on the rotarod which has an initial speed of 5 rpm and accelerates at an increase of 1 rpm per second. The latency that the mouse stuck before they fell was recorded. Mice received two trials which each trial interval 60 s, and the mean score of the two trials is given in the final results.

For Wire hang test (Shao et al., 2019), each mouse was placed on a cotton rope (50 cm long, 2 mm diameter) that connected to two 60 cm high platforms. A foam cushion was placed just below the rope to prevent mice from injuring. Each mouse was put in the middle of the rope and the latency to reach one of the platforms was recorded (cut-off time 60 s). Mice received two trials which each trial interval 60 s, and the mean score of the two trials is given in the final results.

### Histological analysis

Lumbar spinal cords or brains were harvested for pathological assessment. CNS tissues were cut into 7 μm sections, fixed with 4% paraformaldehyde, and stained with hematoxylin and eosin (H&E) for assessment of inflammation, and with Luxol fast blue (LFB) for demyelination. Slides were assessed and scored in a blinded fashion for inflammation (Yang et al., 2009): 0, none; 1, a few inflammatory cells; 2, organization of perivascular infiltrates; and 3, abundant perivascular cuffing with extension into the adjacent tissue. For demyelination quantification, total white matter was manually outlined, and area (%) of demyelination was calculated using Image-Pro Plus software.

### Electron microscopy

Mice were deeply anesthetized and perfused with 4% PFA, 1.5% glutaraldehyde and 1 mM CaCl_2_ in 0.1 M cacodylate buffer. Brain or section of ventral spinal cords was harvested and fixed in the same solution at 4 °C for 24 h. Samples were washed, post-fixed with 1% OsO4 in 0.1 M PBS (pH 7.4) for 2 h at room temperature, and subsequently dehydrated in graded ethanol series. Embedding was performed in TAAB resin. Sections, 1.0 µm thick, were cut, stained in toluidine blue (1%), and examined by light microscopy (E800, Nikon) for general histological assessment. Ultrathin sections (60–80 nm) were cut, viewed and photographed with a HT7700 (Hitachi) transmission electron microscope operated at 120 kV. Images were analyzed in Image-Pro for thickness of myelin sheath and g-ratio.

### Immunofluorescence

For immunohistochemistry, spinal cord or brain tissues were fixed using 4% paraformaldehyde for 1 day and then cryo-protected using a 30% sucrose solution for 3 days. Fixed tissues were embedded in OCT compound (Tissue-Tek, Sakura Finetek, Japan) for frozen sections and then sectioned coronally at 12 μm thickness. Transverse sections of brain and spinal cord were cut, and immunohistochemistry was performed using different Abs following established procedures.

For immunocytochemical staining, microglia medium was fixed with 4% paraformaldehyde for 30 min at room temperature and washed twice with PBS. Cells were permeabilized with 0.3% Triton X-100 (in PBS) for 5 min at room temperature and washed twice with PBS. Sections were incubated with 10% goat serum in PBS for 30–60 min; primary Abs were then added and incubated at 4 °C overnight. Primary Abs were washed out with PBS three times after overnight incubation. Sections were then incubated with species-specific secondary Abs for 60 min at room temperature, followed by washing with PBS three times. Immunofluorescence controls were routinely prepared by omitting primary Abs. Nuclei were stained with DAPI. Slides were covered with mounting medium (Vector Laboratories, Burlingame, CA, USA).

Primary Abs used for these studies were specific for: myelin basic protein (MBP, Abcam), CD45 (Abcam), A2B5 (Abcam), glial fibrillary acid protein (GFAP, Abcam), A2B5 (Millipore), adenomatous polyposis coli/CC1 (Millipore), and IBA1 (Abcam). FluoroMyelin staining was order from Invitrogen. Appropriate fluorescent secondary Abs were used (Alexa Fluor, Invitrogen).

### Image analysis

Images were captured by fluorescent microscopy (Nikon Eclipse E600; Nikon, Melville, NY) or confocal microscopy (Zeiss LSM 510; Carl Zeiss, Thornwood, NY). Approximately 8–10 images were captured per slice to cover most of the total area of the slice (excluding the edges), thus removing any bias or variations in image acquisition. Five slices were quantified per treatment/control and the experiment was repeated three times using cultures from different mice. Image acquisition settings were kept the same across different treatments. Myelinated axons were quantified by confocal microscopy as described previously (Huang et al., 2011). The intencity of MBP and FluoroMyelin immunostaining, and cell numbers of CD45, IBA1, or GFAP per field was determined using ImagePro software (Media Cybernetics). The numbers of CD45, IBA1, or GFAP-positive cells were counted in a blinded fashion either from representative ×20 or × 40 objective images or a series of images derived from Z-stack imaging.

### Preparation of infiltrating MNCs from the CNS

To acquire CNS MNCs, spinal cords and brains were mechanically dissociated and incubated with Liberase (Roche, Nutley, NJ) for 30 min, passed through a 70 µm cell strainer and washed with cold PBS. Cells were then fractionated on a 70/30% Percoll (Sigma-Aldrich) gradient by centrifugation at 2000 rpm for 20 min and MNCs were collected from the interface and washed with PBS.

### Cytokine measurement by ELISA

Spleen was mechanically dissociated through a 70 µm cell strainer (Falcon, Tewksbury, MA) and incubated with red blood cell lysis buffer (Miltenyi) ~2 min. Harvested cells were washed with cold PBS before *in vitro* stimulation. Splenocytes at 1.0 × 10^6^ cells/ml were cultured in triplicates in RPMI 1640 supplemented with 10% FBS in 24-well plates and stimulated with 25 μg/ml MOG_35-55_ for 72 h. Supernatants were collected and assayed for IL-6 and TNF-α by ELISA Kits (R&D Systems, Minneapolis, MN).

### Flow cytometry

For surface-marker staining, cells were incubated with fluorochrome-conjugated Abs to CD45, CD4, CD8, CD11b, CD11c, CD80, CD86, and MHC II (BD Biosciences, San Jose, CA) at the recommended dilution or isotype control Abs for 30 min on ice. To analyze MOG-specific Th cells, CNS-infiltrating MNCs were stimulated with 25 μg/ml MOG peptide overnight, followed by stimulation with 50 ng/ml PMA and 500 ng/ml ionomycin in the presence of GolgiPlug for 4 h. Cells were surface-stained with mAbs against CD4 and CD8. Cells were then washed, fixed, and permeabilized with Fix & Perm Medium (Invitrogen), and intracellular cytokines were stained with Abs against IL-17, or IFN-γ, IL-10 (BD Biosciences). Foxp3 staining was carried out using a commercial kit, according to the manufacturer’s instructions (eBioscience, San Diego, CA). Flow cytometry analysis was performed on FACSAria (BD Biosciences, San Jose, CA) and data were analyzed with FlowJo software (Treestar, Ashland, OR).

### Isolation of primary microglia, astrocytes, and OPCs

Primary microglia, astrocytes, and OPCs were isolated from brain of newborn mouse (P3), by dissociation with Neural Tissue Dissociation Kit (Miltenyi Biotech Inc) and purification with either anti-CD11b, anti-ACSA-2, or anti-CD140a microbeads (Mitenyi Biotech Inc). Microglia were cultured in DMEM/F12 + 10% FBS, 5% HS, 2 mM Penicillin-Streptomycin, and 5 ng/mL M-CSF. Microglia were then either left unstimulated, stimulated with lipopolysaccharide (LPS) (100 ng/mL), or with 100 μg/mL PM. Cells were analyzed using flow cytometry, Q-PCR, western blotting, ELISA, and co-culture assay. To check the morphology of activated microglia, the cells were labeled with IBA1 and counterstained with DAPI. Astrocytes were cultured in DMEM +1% FBS, 1% N2, 2 mM GlutaMax. Astrocytes were then either left unstimulated, stimulated with LPS (100 ng/mL), or with 100 μg/mL PM. Gene expression was analyzed using Q-PCR. OPCs were cultured in DMEM/F12 supplemented with 2% B27, 1 % N2, and 50% B104 cell supernatant. For differentiation, the proliferation medium of OPCs was replaced by DMEM/F12 with 2% B27, 1 % N2, and changed every 2 days. OPCs were stimulated with 2% B27, 1 % N2, 30 ng/mL T3, 50 ng/mL Shh and 50 ng/mL Noggin, with or without 10 ng/mL CNTF as positive controls to induce OLGs. OPCs were then either left unstimulated, stimulated with LPS (100 ng/mL), or with (25, 50, 100 μg/mL) PM for 3 days. Immunostaining for PDGFRα, an OPC marker, and CNPase, a mature OLG marker, was performed 3 days after treatment.

### CD4+ T cells isolation and culture

Spleens were collected from 6 to 8 week-old C57BL/6 female mice to obtain single-cell mixes. Naive CD4+ T cells were cultured for 72 h with 0.5 μg/mL anti-CD3 (Bioxcell) and 1 μg/mL anti-CD28 (Bioxcell). Differentiation into Th17 cells was induced by adding 10 μg/mL anti-IFN-γ (Bioxcell), 2 ng/mL TGF-β (Peprotech), 20 ng/mL IL-6 (Peprotech), and 10 ng/mL IL-1β (Peprotech). Differentiation into Th1 cells was induced by adding 10 μg/mL IL-12 (Bioxcell). CD4+ T cells were then either left unstimulated, stimulated with LPS (100 ng/mL), or with PM (400 μg/mL).

### Western blot analysis

Cells cultured under different treatments were washed with PBS and lysed by cell lysis buffer (Cell Signaling, Danvers, MA) supplemented with 1 mM phenylmethylsulfonyl fluoride and 1× proteinase inhibitor cocktail (Sigma, St. Louis, MO). Protein concentrations of all samples were determined using the Pierce BCA Protein Assay Kit (Thermo, Rockford, IL). Protein samples (equal amount/lane) were separated by 12% SDS-PAGE and transferred onto nitrocellulose membrane. The transformed membrane was blocked for 2 hr followed by incubation with primary antibodies at 4^◦^C overnight. The membrane was washed three times with TBST buffer (50 mM Tris·HCl, pH 7.4, 150 mM NaCl, 0.1% Tween 20) for 5 min each and then incubated with 1:200 diluted anti-rabbit or mouse IgG-horseradish peroxidise (HRP) (Thermo Scientific, Rockford, IL) at room temperature for 1 h. The protein band was detected using Super Signal West Pico Chemiluminescent Substrate (Thermo Scientific, Rockford, IL).

### Q-PCR

Total RNA was extracted from spinal cords using RNeasy Plus Mini Kit (QIAGEN, Valencia, CA) according to the manufacturer’s instructions. Reverse transcription was conducted using QuantiTect Reverse Transcription Kit (Qiagen,). Real-time PCR was performed using the Custom RT² Profiler PCR Array according to the manufacturer’s instructions (Qiagen), and detection was performed using the ABI Prism 7,500 Sequence Detection System (Applied Biosystems, Foster City, CA). All data were normalized to an average of five housekeeping genes Gusb, Hprt, Hsp90ab1, Gapdh and Actb. Qiagen’s online web analysis tool was utilized and gene relative expression was calculated by log2 of −ΔΔCt values from triplicate of PCR. More than two fold changes (log2 < −one or log2 > 1) were considered significant between groups.

### RNA-Seq and data analysis

RNA from PBS- or PM-treated microglia were prepared using RNAprep pure Cell / Bacteria Kit (Cat. #dp430). RNA degradation and contamination was monitored on 1% agarose gels. RNA purity was checked using the NanoPhotometer spectrophotometer (IMPLEN, CA, USA). RNA concentration was measured using Qubit RNA Assay Kit in Qubit 2.0 Flurometer (Life Technologies, CA, USA). RNA integrity was assessed using the RNA Nano 6,000 Assay Kit of the Bioanalyzer 2,100 system (Agilent Technologies, CA, USA). A total amount of 3 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext UltraTM RNA Library Prep Kit for Illumina (NEB, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform and 150 bp paired-end reads were generated. Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low quality reads from raw data. At the same time, Q20, Q30 and GC content the clean data were calculated. All the downstream analyses were based on the clean data with high quality. STAR is used to align clean reads to reference genome. STAR outperforms other aligners by a factor of >50 in mapping speed, while at the same time improving alignment sensitivity and precision. In addition to unbiased de novo detection of canonical junctions, STAR can discover non-canonical splices and chimeric (fusion) transcripts, and is also capable of mapping full-length RNA sequences. HTSeq v0.6.0 was used to count the reads numbers mapped to each gene. And then FPKM of each gene was calculated based on the length of the gene and reads count mapped to this gene. FPKM, expected number of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced, considers the effect of sequencing depth and gene length for the reads count at the same time, and is currently the most commonly used method for estimating gene expression levels. 

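For each of the listed genes, the authors' deposited table gives a log2 fold change, a p-value and an adjusted p-value from DESeq2. At an adjusted p under 0.001 and a fold change over 2, the authors' deposited table holds 162 genes higher and 19 genes lower in PM-treated microglia. All of them were also called by edgeR, in the same direction. DESeq2 run on the deposited counts called the same 162 and 19 genes, with log2 fold changes that differed from the authors' deposited table by at most 7.28e-05. Across the tested genes, which are not independent replicates, Spearman's rho between the log2 fold changes of edgeR and of the authors' deposited table was 0.999943. The largest difference for a gene was 0.47 on the log2 scale. The authors' deposited table gives Mmp2 an adjusted p of 0.00483 and Lif 1.54e-05. It lists an adjusted p of 1 for 2983 genes, of which 17 had an unadjusted p under 0.05, all with a mean count of at most 4.17.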

We applied DESeq2 algorithm to filter the differentially expressed genes, and DEGs were defined as genes with FDR less than 0.001 and fold change larger than 2. GO Analysis: Gene ontology (GO) analysis was performed to facilitate elucidating the biological implications of unique genes in the significant or representative profiles of the differentially expressed gene in the experiment. We downloaded the GO annotations from NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/) and the Gene Ontology (http://www.geneontology.org/). Fisher’s exact test was applied to identify the significant GO categories and FDR was used to correct the p-values. Pathway analysis was used to find out the significant pathway of the differential genes according to KEGG database. We turn to the Fisher’s exact test to select the significant pathway, and the threshold of significance was defined by p-value and FDR.

### ChIP-Seq and data analysis

Approximately 1.2 million microglia were exposed to the indicated treatments followed by cell preparation according to the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling Technology, #9003). Samples were cross-linked for 10 min at room temperature with 1% formaldehyde solution, followed by 5 min of quenching with 125 mM glycine. Then washed twice with cold PBS, and the supernatant was aspirated. Nuclei were fragmented with a Misonix Sonicator 3,000. Sonicated lysates were cleared once by centrifugation and incubated overnight at 4 °C with magnetic beads bound with NF-kB antibody (Cell Signaling Technology, Cat. No. 8242 s) to enrich for DNA fragments. For the preparation of the magnetic beads bound with NF-kB antibody, 70 μl of Protein G Dynabeads (Life Technologies) was blocked with 0.5% (w/v) BSA in PBS first, and then magnetic beads were bound with 10 μg anti-NFkB. After overnight incubation with the cleared sonicated lysates, magnetic beads were washed with RIPA buffer, 1 M NH4HCO3. DNA was eluted in elution buffer. Cross-links were reversed overnight. Protein was digested using Proteinase K, and DNA was purified with HiPure Gel Pure DNA Mini Kit. Purified ChIP DNA was used to prepare Illumina multiplexed sequencing libraries. Libraries were prepared following the NEB/NEBNext Library Quant Kit for Illumina (E7630S). Amplified libraries were size-selected using a 2% gel to capture fragments between 200 and 500 bp. Libraries were quantified by Agilent 2,100. Libraries were sequenced on the Illumina NovaSeq6000.

For data analysis, Quality distribution plot and base content distribution were generated by FASTQC. Before read mapping, clean reads were obtained from the raw reads by removing the adaptor sequences. Paired-end ChiP-Seq reads were aligned using BWA mem (v.0.7.8) against the GRCm39/mm10 mouse genome assembly with default settings. PCR duplicates were not present in the dataset. Alignments were fifiltered with SAMtools (v1.3) to exclude reads with mapping quality <30, not properly paired, aligned to mitochondrial genome, and aligned to ENCODE blacklist regions (ENCODE Project Consortium, 2012). For peak calling, MACS2 callpeak (v2.1.1) were called on individual replicates for each ChIP (treatment) and Input (control) pair, using q value < 0.05. The HOMER’s findMotifsGenome.pl tool was used for Motif analysis. Peaks were annotated by the function of annotatePeak of ChIPseeker. Reads distributions (from bigwig) across gene are presented as an average plot (average of reads signals across the targeted genes). The deeptools tool is used for this analysis. Differential peaks were then selected with the absolute value of the log2 fold change was one at a p-value < 0.05 using DESeq2.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism six software (GraphPad, La Jolla, CA). Data are presented as mean ± SD. When comparing multiple groups, data were analyzed by analysis of variance (ANOVA) with Tukey’s multiple comparisons test. A significance criterion of *p*< 0.05 was used for all statistical analysis.

## Data Availability

Figure 1 - Source Data 1, Figure 2 - Source Data 1, Figure 3 - Source Data 1, Figure 3 - Source Data 1, Figure 1-figure supplement 1- Source Data 1 and Figure 4-figure supplement 1- Source Data 1 contain the numerical data used to generate the figures. Sequencing data are available through the Zhang Y, Han B, 2021 Atmospheric particulate matter aggravates CNS demyelination via TLR-4/NF-κB-mediated microglia pathogenic activities, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183099, NCBI Gene Expression Omnibus, GSE183099, accession. The following dataset was generated: ZhangY HanB 2021Atmospheric particulate matter aggravates CNS demyelination via TLR-4/NF-κB-mediated microglia pathogenic activitiesNCBI Gene Expression OmnibusGSE183099

How the deposited data were processed for this re-analysis (not part of the article)

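RNA-seq of primary mouse microglia treated with PBS (3 libraries) or PM (3 libraries) was re-analysed from the values that the authors deposited. The NF-kB ChIP-seq of the paper was not analysed here. For the RNA-seq, the authors removed low-quality and adapter reads, aligned the rest with STAR, and deposited the counts that HTSeq gave for each gene and library. The genome build, the annotation and the strand setting are not given in the sources used here. The authors also deposited normalized counts, a signal equal to the counts divided by size factors. Size factors computed from the counts differed from theirs by at most 1.22e-15. FPKM, which the authors calculated from gene length and library size and deposited, implied a whole gene length for all 14389 genes within a tolerance of 0.01. The authors' comparison gives a log2 fold change, a p-value and an adjusted p-value for each gene from DESeq2. No gene is listed with 0 counts in all libraries, and the lowest total of a listed gene is 1 count.

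Library totals ran from 17874085 to 22309253 counts, with medians of 21587644 in the PBS control and 20509253 in PM-treated microglia. Between 12663 and 12859 genes had a count in a library, the 10 most counted genes took 6.23% to 7.05% of the counts, and mitochondrial genes took 2.12% to 2.88%. Replicates were checked for a library deposited in duplicate. The chi-square statistic of their counts over its degrees of freedom was 1.93 for PBS replicates 1 and 2 and 5.03 to 10.9 for the other pairs within a group, so that every pair differed by more than the sampling noise. At these depths a group with 0 counts was given a floor of 3 counts over its libraries. A ratio against 1 to 3 counts was given with an exact 95% interval, which covers counting error only.

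Genes were tested with edgeR 4.0.16 in R 4.3.3 on the deposited counts: filterByExpr with its defaults, TMM factors, robust dispersions and the quasi-likelihood test, PM over PBS, with Benjamini-Hochberg adjustment over the 10855 tested genes (75.4% of those listed). The other 3534 genes had too few counts. Genes were called at an FDR under 0.001 and a fold change over 2, the thresholds that the paper states. The alternatives were DESeq2 1.42.0, limma-voom and limma-trend on log2(FPKM + 1) with a mean FPKM of at least 1 from limma 3.58.1, RLE factors, library size only, upper quartile factors, no filter on low counts, a mean of at least 10 counts, the replicate number as a block, each library left out in turn, and other thresholds, one of which was glmTreat against a fold change of 2. Exact permutation tests of single genes were two-sided.

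The test, the libraries in it, the thresholds, the alternatives, the rule for named genes and 15 gene lists were set before the data were examined. By the rule, the genes that could be named were those that the paper names for the RNA-seq or prints in Fig. 4C, Fig. 5E and Fig. 5H, the 10 largest rises and 5 largest falls among the called genes whose groups do not overlap, the gene with the lowest FDR in each direction of each list, and Tlr4, Myd88 and Rela, apart from 1 list gene that is not reported here. Genes of Fig. 5E that are not named are included in its counts. The genes of the figures were read from the pictures. A gene named outside the rule is said to have been chosen after its values were seen.

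The 15 lists, written from general knowledge, covered NF-kB targets, Toll-like receptor pathway components, interferon-stimulated genes, aryl hydrocarbon receptor targets, NRF2 targets, metal response genes, homeostatic microglia markers, anti-inflammatory polarization markers, proliferation genes, and markers of astrocytes, the oligodendrocyte lineage, neurons, fibroblasts and mural cells, endothelial cells and neutrophils. Lists with at least 3 tested genes, 11 in all, were tested with camera at a preset correlation of 0.01. ATF4 targets, and endoplasmic reticulum chaperones together with other genes of that response, were listed after the called genes were seen. Fry, camera with an estimated correlation, other scalings, the block and each library left out were the alternatives. GO and KEGG were not used here. Reactome pathways distributed with fgsea 1.28.0 were used in their place, matched by Entrez ID, which 14216 listed genes have (13947 by symbol and 269 by a single synonym). Of 1444 pathways, the 778 with 10 to 500 tested genes were tested by camera and by a one-sided Fisher's exact test against the 3936 tested genes in any pathway. A trend of each library's counts on GC content and the gene length implied by FPKM, fitted as natural splines with 5 degrees of freedom, was removed as an added alternative; 97.7% of the tested genes have a GC content. Gene positions and exon overlaps are from GENCODE vM39 on GRCm39.

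The tests named in the next 2 sentences were first tested on simulated data, with counts drawn for 10855 genes and 200 of them changed. EdgeR's quasi-likelihood test, DESeq2, limma-voom and edgeR with the trend removed each called all 200 changed genes and no other gene. Camera and fry each called all 20 raised lists of 200 simulated lists and no other list. The 200 changed genes lay above the median level and changed by clearly more than 2-fold. Genes with low counts or near the limits were therefore not covered. Genes were drawn independently and without a trend on GC content or length. Correlation between genes was thus not covered, and the trend was removed only where there was none. Limma-trend, glmTreat, camera with an estimated correlation and Fisher's exact test were not tested in this way. Python 3.11.15 with scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for summaries and plots.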

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

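The tests of the trend on GC content and gene length, of other cells and of gene families were chosen only after the result was seen. So were the lists of ATF4 targets and endoplasmic reticulum chaperones themselves. The other scalings were among the alternatives set before the data were examined. Their use here to test scaling as an explanation was chosen after the result was seen.

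Genes outside those that the paper discusses rose in PM-treated microglia relative to the PBS control, which singled out the 5 lists below. The paper's Fig. 5C lists terms on the response to virus, and its text names no interferon-stimulated gene among the RNA-seq results. Of 26 tested interferon-stimulated genes, all were higher in PM-treated microglia, 23 of them at an FDR under 0.05 (23 when adjusted over the list alone), and 10 were called. Their median log2 fold change was 0.86 (camera adjusted p = 6.28e-18, range over the alternatives 2.67e-20 to 0.0351). Rsad2 had the lowest FDR, with a log2 fold change of 1.56. Library size only and upper quartile factors moved the median of all genes no lower than -0.07, so that they test only a small shift. The lowest median of the list under them was 0.80. A shift shared by all genes does not account for its distance from the other genes. With the trend on GC content and length removed the median was 0.84. Reads shared within the Ifit, Oas, Mx, Gbp and Trim30 families and the immunity-related GTPases would spare the other genes, and the 14 genes outside these families had a median of 0.86, all higher. What stays open is a biological response, which may be to PM itself, to interferon from the treated cells or to a microbial component of the dust. None of these was tested, and 1 gene of the list, Irf7, named after its values were seen, is also in the Toll-like receptor list.

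NRF2 targets, genes of the oxidative stress response, had a median log2 fold change of 0.63 over 13 tested genes, all higher, 12 of them at an FDR under 0.05 (12 when adjusted over the list alone). The camera adjusted p was 1.56e-24 (range over the alternatives 1.71e-28 to 0.00373). Called were Hmox1 and, named after their values were seen, Slc7a11 and Sqstm1. Hmox1 rose from 510.9 ± 28.1 CPM to 1548 ± 101.3 CPM (SD, n = 3 each), a log2 fold change of 1.60. The lowest median under another scaling was 0.57, with that of all genes at -0.07. With the GC content and length trend removed the median of the list was 0.62. Neither that trend nor a shift shared by all genes accounts for its distance from the other genes. RNA from other cells would bring the markers of those cells. Over the lists of astrocytes, oligodendrocyte lineage, neurons, fibroblasts and mural cells, endothelial cells and neutrophils, the largest summed rise was 64.4 CPM, for the endothelial list, of which Flt1 made up 45.8 CPM from a high level in the PBS control. Of the markers under 1 CPM in the PBS control, the largest summed rise was 0.393 CPM, for astrocytes, far below the rise of Hmox1 alone. An oxidative stress response to PM may account for these values. That is a hypothesis, found and tested on the same libraries.

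Metal response genes had a median log2 fold change of 0.87 over 4 tested genes, 3 of them higher and 1 lower at an FDR under 0.05 (also when adjusted over the list alone), with a camera adjusted p of 9.15e-08 (range over the alternatives 1.19e-09 to 0.0351). Hmox1 is shared with the NRF2 list. Mt1 (log2 fold change 0.74) and Mt2 (1.00), named after their values were seen, rose, and Slc39a10 fell by 0.46. The lowest median under another scaling was 0.81, and it was 0.89 with the GC content and length trend removed. A response to metals carried by PM is a candidate explanation, and it rests on 3 genes. Oxidative stress can raise the same genes, and no test here separates the 2 responses.

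Several amino acid response genes were among the called genes, such as Chac1 (log2 fold change 2.00), Ddit3 (1.21) and Trib3 (1.39), which were chosen after their values were seen. If they reflected the integrated stress response, ATF4 targets that were not called would rise too. Of 38 such genes, 26 were higher and 1 was lower at an FDR under 0.05, with a median log2 fold change of 0.28 (camera adjusted p = 5.44e-08, range over the alternatives 7.18e-09 to 0.0245). Atf4 itself rose by 0.67 and Psat1 fell by 0.14 on the log2 scale. A list of 21 endoplasmic reticulum genes tied to the unfolded protein response held chaperones and genes with other roles, such as Xbp1. Of these 21, 18 were higher at an FDR under 0.05, with a median of 0.38 (camera adjusted p = 3.06e-10, range over the alternatives 4.27e-11 to 0.0373). Xbp1 (log2 fold change -0.03) and Edem1 (0.07), named after their values were seen, did not reach that FDR. Hspa5 rose from 1431 to 2709 CPM. Sec61b was the member that fell with the lowest FDR, by 0.23 (adjusted p = 0.0668 from edgeR's quasi-likelihood test). The lower of the 2 medians was 0.21 under another scaling and 0.27 with the GC content and length trend removed. These values are consistent with both an integrated stress response and an unfolded protein response, which share genes and may act together. The lists were written after the called genes were seen, so that the tests are not independent of the pattern.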

How the results depend on the processing

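Added only after the data were seen were the removal of the GC content and length trend, the count from the authors' deposited unadjusted p-values and the count at an FDR under 0.05 with no limit on the fold change; the other tests here were planned.

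The direction of the result was the same in every alternative: more genes were called higher than lower, with a share of higher genes between 66.0% (no limit on the fold change) and 95.6% (glmTreat). The excess was smaller at an FDR under 0.05 with no limit on the fold change, which was not among the alternatives, with 1797 genes higher and 1459 lower. The number of higher genes stayed within 1.5 times of 166 with DESeq2 (162), limma-voom (155), RLE factors (165), library size only (139), upper quartile factors (148), no filter (180), a mean of at least 10 counts (164) and an FDR under 0.05 (207). It was 84 with limma-trend on FPKM, 86 with glmTreat and 692 with no limit on the fold change. The number of lower genes was 32 with library size only, 6 with limma-trend on FPKM, 49 at an FDR under 0.05 with a fold change over 2, 357 with no limit on the fold change, 4 with glmTreat and 62 from the authors' deposited unadjusted p under 0.05. The limits on the FDR and on the fold change account for their own changes by construction, since they call more or fewer genes of the same test. The same holds for glmTreat, which tests against a fold change of 2 and was read at an FDR under 0.05, and for the authors' deposited p-values, which are unadjusted. Library size only lowered the median of all genes to -0.07, which goes with fewer higher and more lower genes. For FPKM the cause was not tested. All 20 lower genes and 139 of the 166 higher genes were kept with library size only, and 153 higher and 19 lower genes with the GC content and length trend removed. Leaving out each library in turn gave 135 to 161 higher genes and 12 to 23 lower genes, with the fewest lower genes without PM replicate 1 (12) and the most without PBS replicate 3 (23); these fits have fewer libraries, and the cause was not tested beyond that. Of the 186 calls, 128 were kept without each library in turn.

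Of 95 named genes tested, all kept their direction and call with RLE factors, and 94 with DESeq2, where Agmo was lost. Limma-voom lost Actr3b and Agmo and added Mt2. Library size only and upper quartile factors each lost Mmp9 and Actg1 and added Tlr8. No filter on low counts added Mmp2 and Tlr8, and a mean of at least 10 counts lost Actr3b. Limma-trend on FPKM lost 7 genes that it tested, among them Nod2 and Nfkb1. A change of sign was found only for genes whose FDR was over 0.4 in edgeR. Top2a (log2 fold change 0.04, adjusted p = 0.748 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was at -0.026 with library size only, -0.023 with limma-trend on FPKM and -0.0041 with the GC content and length trend removed. Myd88 was at -0.012 with library size only and -0.012 with limma-trend on FPKM, and Rela at -0.0046 and -0.0043. Leave-one-out ranges crossed 0 for Arg1 (-0.30 to 0.044), Top2a (-0.042 to 0.10) and S100a8 (-0.22 to 0.071). The cause was not tested.

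Of the 11 lists tested with camera, the NF-kB, interferon, NRF2 and metal response lists stayed under an FDR of 0.05 in every alternative. With an estimated correlation between genes the adjusted p was 0.293 for the Toll-like receptor list and 0.267 for the proliferation list, so that neither call held there. In fry, lists that camera did not call passed: aryl hydrocarbon receptor targets (0.00164), homeostatic microglia markers (0.0183) and anti-inflammatory polarization markers (0.00164). Fry also placed 302 Reactome pathways higher and 96 lower, against 101 and 48 in camera. Fry tests whether the genes of a set change at all, while camera compares the set with the other genes. The cause of these differences was not tested, and the cause was not tested for the lists either. Leaving out each library gave 86 to 103 higher and 34 to 57 lower pathways.

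The libraries of the 2 groups share replicate numbers. Same-numbered libraries deviated from their group means with correlations of 0.22, -0.34 and -0.08 across 8890 genes, so that the numbers do not pair them. With the replicate block, 155 genes were called higher and 14 lower, all among those called without it, and 99 pathways were higher and 48 lower in camera. The block lost Actr3b and Agmo among the named genes and changed the call of no list.

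Depth limits what genes near the filter can show: 3534 of the 14389 listed genes were not tested, among them 6 genes of Fig. 5E. The alternatives on a pseudocount and on a filter of low values applied only to a main test on normalized values and were not run.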

Differences from the paper's values

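The count from the authors' deposited unadjusted p-values and the removal of the GC content and length trend were tests chosen only after the result was seen.

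The paper's number of downregulated genes is 57, and 20 genes were called lower here. Of the alternatives set before the data were examined, an FDR under 0.05 with a fold change over 2 gave 49, within 1.5 times of the paper's value. DESeq2, limma-voom, RLE factors, library size only, upper quartile factors, both other filters, the replicate block, each library left out, limma-trend on FPKM, no limit on the fold change and glmTreat gave values further from it, from 4 to 357. The authors' deposited unadjusted p under 0.05 with a fold change over 2, chosen after seeing the values, gave 62. Being looser than the stated thresholds, this setting was bound to drop 0 of the 32 genes printed by the paper that edgeR called. The same setting gave 240 higher genes, which is not within 1.5 times of the paper's 145. For upregulated genes the paper's number is 145, and 166 were called here, which is within 1.5 times. Without PM replicate 1 the number was 145 as well, with 12 lower genes.

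The overlap diagram shows about 300 differentially expressed genes in Fig. 5I, read by eye, and 186 were called here. Of the alternatives set before the data were examined, no filter on low counts (210) and an FDR under 0.05 with a fold change over 2 (256) came within 1.5 times, and the others did not. The authors' deposited unadjusted p under 0.05 with a fold change over 2, chosen after seeing the values, gave 302, and the parts printed in the diagram's circle sum to the same number. That this looser setting dropped 0 of the 32 printed genes called by edgeR was fixed in advance and does not speak for it. The paper states the same thresholds for Fig. 5A as for its text.

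The paper names Mmp2 among the upregulated genes. Its log2 fold change was 1.20 and it was not called, with an adjusted p of 0.00150 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (range over the alternatives 3.85e-04 to 0.0118). It was called with no filter on low counts, at an FDR under 0.05, and with the GC content and length trend removed, which was chosen after seeing the values and dropped 1 of the 32 printed genes, Mmp9. The other 7 genes that the text names were called higher. Of the 41 genes of Fig. 5E, 32 were called in the same direction as in the authors' deposited table and 9 were not. Among those 9, Lta and Tlr8 were called with no filter on low counts. Tlr8 was also called with library size only, with upper quartile factors, without PBS replicate 3 and with the GC content and length trend removed. Il7r, Bcl2a1b and Tlr8 passed an FDR under 0.05 with a fold change over 2. All 9 had an unadjusted p under 0.05 and a fold change over 2 in the authors' deposited table. Lta had 3 counts over the PBS libraries, and its ratio of 11.7 had a counting interval from 3.66 to 59.9. The paper reports enriched GO terms for its downregulated genes, while 0 of 778 Reactome pathways were over-represented here at an FDR under 0.05 by Fisher's exact test for the genes called lower by edgeR or by DESeq2, with 19 at an unadjusted p under 0.05 for each. GO was not used here, so that the 2 are not on one scale. Only 6 of the genes called lower belonged to a Reactome pathway, with the calls of edgeR and with those of DESeq2. With so few genes little could pass, so that the result does not speak against the paper's GO terms.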

Other observations

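Chosen only after the result was seen were the tests of the trend on GC content and gene length and of other cells for the excess of higher genes. The test of random lists for the proliferation genes was chosen then too. The scalings were among the alternatives set before the data were examined. Their use to test scaling as an explanation of the excess was chosen after the result was seen.

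More genes were called higher than lower in PM-treated microglia. Of the 10 splits of the 6 libraries into 3 and 3, the real split gave 186 calls and each of the others gave 0. With 10 splits this count by itself cannot exclude chance. Each called gene had an FDR under 0.001 in edgeR's quasi-likelihood test, which argues against chance for these genes. The lowest share of higher genes with RLE factors, library size only or upper quartile factors was 81.3%. These scalings moved the median of all genes no lower than -0.07, so that they exclude only a small shift as the cause of the excess. A trend on GC content and gene length does not account for the excess, since 92.5% of the calls were kept once it was removed. RNA from other cells would bring the markers of those cells. Of the marker lists below, the endothelial list had the largest summed rise, 64.4 CPM, from 331.1 to 395.6 CPM, of which Flt1 made up 45.8 CPM. The astrocyte list rose by 4.51 CPM, from 217.4 to 221.9 CPM. Markers with a high level in the PBS control would hide a small share of other cells, so the markers under 1 CPM there were summed as well. Their largest rise was 0.393 CPM, for the astrocyte list, and it was 0.0880 CPM for the endothelial list, while the genes called higher rose from 5684 to 17540 CPM in sum. RNA from the cell types of these lists does not account for that rise. A response of the cells to PM stays open and was not tested apart from these explanations.

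The marker lists of other cells had few tested genes. Of 10 astrocyte markers 6 were listed with counts and 2 tested, of 10 oligodendrocyte lineage markers 8 and 3, of 9 neuron markers 3 and 0, of 10 fibroblast and mural markers 5 and 1, of 8 neutrophil markers 5 and 1, and of 7 endothelial markers 6 and 3. Which cells these counts come from was not tested. Aldoc, from 217.1 to 221.3 CPM and named after its values were seen, was the most abundant astrocyte marker, and Slc1a2 rose by 1.44 on the log2 scale from 0.212 CPM. The oligodendrocyte list had a median log2 fold change of -0.02 (camera adjusted p = 0.651), and Cnp fell by 0.23 from 27.2 CPM. The endothelial list had a median of 0.18 and a mean of -0.07, and the test placed it higher (camera adjusted p = 0.659). Flt1 rose from 189.9 to 235.7 CPM and Tek fell by 0.70 from 0.560 CPM. Of the lists too short to test, the summed CPM of the neuron list rose by 0.0493, that of the fibroblast and mural list by 0.977, with Acta2 at 1.31 and 2.00 CPM, and that of the neutrophil list by 0.00408, with S100a8 at 1.67 and 1.61 CPM.

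Proliferation genes were lower in PM-treated microglia. Of 21 tested, 14 were lower at an FDR under 0.05 (16 when adjusted over the list alone), with a median log2 fold change of -0.21 (camera adjusted p = 7.91e-05, range over the alternatives 5.36e-06 to 0.267). Ccna2 fell by 0.36, from 269.8 ± 11.5 CPM to 210.2 ± 6.48 CPM (SD, n = 3 each), and Top2a was 0.04 higher and changed sign with library size only. Library size only and upper quartile factors lowered the median of all genes, to -0.07 and -0.04, so that they cannot test whether scaling caused the fall. With the GC content and length trend removed the median of all genes was -0.03 and that of the list was -0.24. Of 10000 random lists matched on expression and scaled alike, 0% had a median as low. Neither that trend nor a shift shared by equally expressed genes accounts for the fall, whereas the call was lost with an estimated correlation between genes. Slower division of PM-treated microglia may underlie it, a hypothesis that no measure of division in these libraries tests.

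Other lists did not pass in camera. Aryl hydrocarbon receptor targets had a median log2 fold change of 0.19 over 3 tested genes, 2 of them higher at an FDR under 0.05 (2 when adjusted over the list alone; camera adjusted p = 0.174, range over the alternatives 0.00164 to 0.310). Tiparp rose by 0.54 and Ahrr fell by 0.20. Homeostatic microglia markers had a median of -0.21 over 11 genes, 1 higher and 5 lower (3 and 5 when adjusted over the list alone; camera adjusted p = 0.174, range 0.0183 to 0.341). Selplg rose by 0.19 and Mertk fell by 0.84. Anti-inflammatory polarization markers had a median of -0.01 and a mean of 0.13 over 5 genes, 2 higher and 1 lower (also when adjusted over the list alone), and the test placed them higher (camera adjusted p = 0.225, range 0.00164 to 0.340). Il4ra rose by 0.69 and Klf4 fell by 0.32. In the NF-kB list, Nfkbiz had the lowest FDR (log2 fold change 2.79), and Il18 fell by 0.19 (adjusted p = 0.593 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

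Genes chosen after their values were seen describe the sequenced cells. Spp1 was at 9448 and 10310 CPM and Gpnmb at 4761 and 5206 CPM in the PBS control and PM-treated microglia, while Cx3cr1 was at 0.336 and 0.671 CPM and P2ry12 at 1.70 and 0.971 CPM. Csf1r was at 475.4 and 500.1 CPM. Among genes often used as controls, Actb rose by 0.45 and Actg1 by 1.02 on the log2 scale. Actg1 was called, and was not called without PM replicate 1 (0.97), with library size only (0.96) or with upper quartile factors (0.99). Gapdh, whose reads pseudogenes can share, was at 10.9 and 12.7 CPM (log2 fold change 0.23).

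Trem2 had 1 count and Kif11 had 3 counts over all 6 libraries, although the 21 tested proliferation genes had 104 to 375 CPM on average. Counting that leaves out reads on bases shared with another gene is a candidate explanation. In GENCODE vM39 at most 8.75% of the exonic bases of these genes overlap another gene's exons, but the annotation used for the counts is not given, so that this cannot be told apart from other causes. The Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y are not listed, and neither is Xist, which cells with an inactive X chromosome express. At most 2.98% of the exonic bases of the Y-linked genes overlap another gene's exons in the same annotation. Genes left out of the annotation, or cells that lack a Y chromosome and an inactive X chromosome, may explain this, and these cannot be told apart without the reads. These genes were chosen after their values were seen. Sall1, Siglech and Sparc are not listed either, and Fcrls had 6 counts. With the low counts of Cx3cr1 and P2ry12, these absences leave the identity of the sequenced cells open, which was not tested.

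PBS replicate 3 and PM replicate 2 deviated from their groups in the same genes, with a correlation of their deviations of 0.42 across 8890 genes. Of the 9 pairs of a PBS and a PM library this was the highest, but the pattern was not confined to it: the correlation was 0.346 for PBS replicate 2 with PM replicate 1 and -0.387 for PBS replicate 3 with PM replicate 1. PBS replicate 3 deviated with gene length (Spearman's rho -0.47 across genes) and so did PM replicate 2 (-0.27). With the GC content and length trend removed the correlation was 0.252, so that the trend may account for part of it and not all; it was then 0.267 for PBS replicate 2 with PM replicate 1, above that of this pair. With every library thinned to 17874085 counts it was 0.419, so that depth does not account for it. No shared batch is named in the sources used here, and no biological explanation was tested.

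The paper's qPCR values, 4 for each group in its source data, can be set beside the RNA-seq. The legend of Fig. 5B gives n = 3, and in the source data of Fig. 4C several genes share the same PBS values, so that these values are given as deposited. In Fig. 5B, 6 of 6 genes moved in the same direction in both. The paper's qPCR fold was 1.78 for Mmp2, 2.42 for Nod2, 7.40 for Tnfrsf1b, 3.38 for Tnfaip3, 3.39 for Fas and 10.7 for Nfkb1. On the log2 scale that is 3.42 for Nfkb1 and 2.89 for Tnfrsf1b, against 1.09 and 1.16 in the RNA-seq. For Mmp2 and Fas the change was larger in the RNA-seq, and for Nod2 and Tnfaip3 the 2 differed least. In Fig. 4C, 8 of 11 tested genes moved in the same direction. Nos2 was opposite, with a paper's qPCR fold of 0.554 in the source data and an RNA-seq log2 fold change of 3.53 from 9.29 ± 1.30 CPM to 107.8 ± 10.6 CPM (SD, n = 3 each), which is the direction that the paper's text states. Clec7a had a paper's qPCR fold of 1.49 and fell by 0.40 in the RNA-seq, and Stat6 had 0.870 and rose by 0.12. Stat6, Cd86 (log2 fold change 0.12) and Arg1 (-0.10) did not reach an FDR under 0.05 in the RNA-seq. Cd86 and Arg1 are among the 8, with paper's qPCR folds of 3.26 and 0.188, so that their direction in the RNA-seq is open. Ptgs2 (3.56), Ccl2 (2.55) and Stat3 (0.51) rose. Il10 and Il4 had too few counts to be tested. The paper does not say whether the qPCR used the sequenced cells.

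Of the genes that Fig. 5H shows for ChIP-seq, which was not analysed here, Il1f9 rose from 22.2 ± 2.17 CPM to 86.2 ± 3.78 CPM (SD, n = 3 each, log2 fold change 1.96). Adamts7 had a log2 fold change of 1.28 and was not called (adjusted p = 0.0126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcnh2 had 0 counts in the PBS control and 8 counts in PM-treated microglia, at least 3.03-fold higher against a floor of 3 counts over the PBS group, and was not tested.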
